# Multilayered Organization of Jasmonate Signalling in the Regulation of Root Growth

**DOI:** 10.1371/journal.pgen.1005300

**Published:** 2015-06-12

**Authors:** Debora Gasperini, Aurore Chételat, Ivan F. Acosta, Jonas Goossens, Laurens Pauwels, Alain Goossens, René Dreos, Esteban Alfonso, Edward E. Farmer

## Abstract

Physical damage can strongly affect plant growth, reducing the biomass of developing organs situated at a distance from wounds. These effects, previously studied in leaves, require the activation of jasmonate (JA) signalling. Using a novel assay involving repetitive cotyledon wounding in *Arabidopsis* seedlings, we uncovered a function of JA in suppressing cell division and elongation in roots. Regulatory JA signalling components were then manipulated to delineate their relative impacts on root growth. The new transcription factor mutant *myc2-322B* was isolated. In vitro transcription assays and whole-plant approaches revealed that *myc2-322B* is a dosage-dependent gain-of-function mutant that can amplify JA growth responses. Moreover, *myc2-322B* displayed extreme hypersensitivity to JA that totally suppressed root elongation. The mutation weakly reduced root growth in undamaged plants but, when the upstream negative regulator NINJA was genetically removed, *myc2-322B* powerfully repressed root growth through its effects on cell division and cell elongation. Furthermore, in a JA-deficient mutant background, *ninja1 myc2-322B* still repressed root elongation, indicating that it is possible to generate JA-responses in the absence of JA. We show that NINJA forms a broadly expressed regulatory layer that is required to inhibit JA signalling in the apex of roots grown under basal conditions. By contrast, MYC2, MYC3 and MYC4 displayed cell layer-specific localisations and MYC3 and MYC4 were expressed in mutually exclusive regions. In nature, growing roots are likely subjected to constant mechanical stress during soil penetration that could lead to JA production and subsequent detrimental effects on growth. Our data reveal how distinct negative regulatory layers, including both NINJA-dependent and -independent mechanisms, restrain JA responses to allow normal root growth. Mechanistic insights from this work underline the importance of mapping JA signalling components to specific cell types in order to understand and potentially engineer the growth reduction that follows physical damage.

## Author Summary

The study of plant development is generally carried out in the absence of physical injury. However, damage to plant organs through biotic and abiotic insult is common in nature. Under these conditions the jasmonate pathway that has a low activity in unstressed vegetative tissues imposes its activity on cell division and elongation. Such jasmonate-dependent growth restriction can strongly impact plant productivity. Taking roots as a model, we show that it is possible to manipulate regulatory layers in jasmonate signalling such that cell division and cell elongation can be constrained differently. This approach may lead to future strategies to alter organ growth. Moreover, during this study we identified a novel mutant in a key regulator of the jasmonate pathway. This mutant generated a positive regulator of jasmonate signalling that was so active that we were able to show that hormone synthesis can be completely uncoupled from hormone responses, suggesting ways to modify traits of potential agronomic importance.

## Introduction

The development, architecture and mass of nascent plant organs are plastic and can be strongly influenced by injury to pre-existing tissues. Wounding reduces plant biomass and damage to young tissues can strongly reduce growth rates, e.g. [1]. In the case of above ground tissues, most of the growth restriction that occurs subsequently to physical damage depends on the activation of the jasmonate (JA) pathway [2–4], which has a pivotal role in controlling herbivore-inducible gene expression and coordinating resource allocation between defence and growth [5, 6]. In contrast to the observation of JA-mediated growth restriction in leaves, root growth responses following damage to aerial organs are so far, not clearly understood. Additionally, there is relatively little knowledge of the cellular organization of JA signalling components in roots. What has emerged to date, however, is that the same basic JA signalling components operate in shoots and roots, although the genetic architecture of the JA pathway appears to be simpler in roots [7].

JA signalling, whether for defence or organ growth restriction, requires the production and perception of low molecular mass lipidic regulators of the JA family, including the biologically active form jasmonoyl-L-isoleucine (JA-Ile) [8, 9]. The transcriptional changes resulting from JA-Ile perception enable plants to modulate the allocation of resources in defense at the expense of growth [3]. In the absence of JA-Ile, JASMONATE ZIM-DOMAIN (JAZ) proteins bind and repress JA-dependent transcription factors (TFs) by recruiting the general co-repressors TOPLESS (TPL) and TPL-Related (TPR) proteins through an interaction with the adaptor protein Novel Interactor of JAZ (NINJA) [10], or directly as in the case of JAZ8 [11]. TPL in turn recruits histone deacetylases and histone methyltransferases to inhibit transcription [12]. Upon stimulation, JA-Ile accumulates and promotes the binding of JAZ proteins to the F-box protein CORONATINE INSENSITIVE 1 (COI1) [13, 14]. This interaction mediates the ubiquitylation and degradation of JAZs [13, 14], liberating TFs to interact with the MED25 subunit of the Mediator complex and recruit RNA polymerase II to JA-responsive genes [15, 16].

Currently, the basic helix-loop-helix (bHLH) MYC2 TF is considered a master regulator of most JA responses and a convergence node with other signalling pathways [17]. It can act as both activator and repressor to regulate diverse aspects of JA-mediated gene expression [18]. Two MYC2-like bHLH proteins (MYC3 and MYC4) also interact with JAZs and act additively with MYC2 in mediating a subset of JA-regulated responses [19, 20]. A simplified scheme for JA signalling is shown in Fig 1. All components shown in the figure can be manipulated to affect the output (defence/growth) of the pathway and, in addition, jasmonate responses can be powerfully activated with exogenous JA. Whatever the upstream manipulation of JA levels or pathway components, much of their activity converges on MYCs. This leads to the theoretical possibility, shown in the dashed box in Fig 1, that strong gain-of-function mutants of MYC2 might be able to recapitulate jasmonate responses in the absence of JA itself. Furthermore, such effects should be facilitated if negative regulatory layers (like that imposed by NINJA) could be removed. Herein, using *Arabidopsis* seedlings we investigated this possibility in the context of the regulatory organisation of JA signalling components and their contribution to root growth.

**Fig 1:**
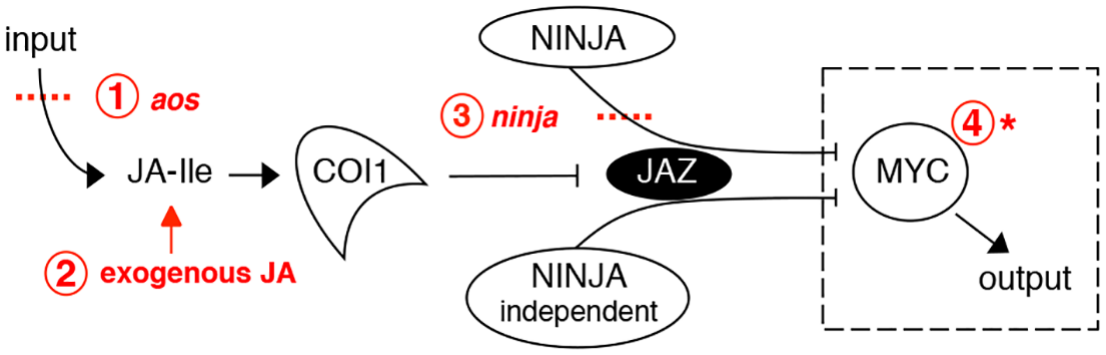
Interventions used in this study to manipulate the jasmonate pathway. Shown in red are: 1. loss-of-function mutation of the JA synthesis gene *allene oxide synthase* (*aos*); 2. treatment with exogenous JA; 3. loss-of-function mutations in the negative regulator *NINJA*; 4. gain-of-function mutation of MYC transcription factors. The dashed box surrounding MYC indicates that it is conceptually possible to use an overactive MYC to drive JA responses in the absence of JA synthesis (step 1) and of negative regulators like NINJA (steps 1 and 3 combined). This was achieved using a novel *myc2* mutant that amplifies JA responses.

Although JA-induced root growth inhibition assays have been widely employed to identify JA mutants in *Arabidopsis*, reviewed in [6, 21], the basal root length of those mutants does not differ from wild-type (WT) [22–24]. To date, mutants in *NINJA* represent the sole example of a JA signalling component known to affect normal root growth [7]. However, unlike plants grown in medium supplied with exogenous JA where root growth is inhibited as a consequence of reduced meristem cell number and cell elongation [25], *ninja* mutants display de-repressed JA signalling and shorter roots in the absence of JA due to a defect in cell elongation only [7]. Thus, *ninja* mutants suggest the existence of additional organ- and cell-specific mechanisms of negative regulation that restrict JA signalling responses in the root. We first characterized the effects of endogenous JA on root growth. NINJA, MYC2, MYC3, and MYC4 distribution maps for the root tip were then established, uncovering their overlapping and unique expression domains. A novel gain-of-function allele of *MYC2*, either alone or in combination with *ninja* and JA biosynthesis mutants, revealed the existence of several layers of negative regulation that keep JA responses at bay to allow normal root growth. These results provide a basis for the future engineering of damage- or JA-controlled organ growth, an area of potential importance in agriculture.

## Results

### A JA-dependent shoot-to-root wound signal reduces primary root growth

We investigated root growth responses at the seedling stage where mechanical wounding of shoots is known to trigger JA signalling in belowground tissues [7, 26]. Repeated wounding of cotyledons in WT seedlings caused the reduction of root length by decreasing meristem cell number and cell elongation in the differentiation zone (Fig 2A–2D and S1 Fig). Furthermore, the treatment significantly decreased root expression of two cell cycle genes *CYCB1;1* [27] and *PCNA1* [28] (Fig 2E and 2F), confirming the repressive effect of JA signalling on cell division activity in the root meristem. In contrast to the WT, repeated cotyledon wounding did not cause significant morphological or expression changes in roots of the JA-deficient mutant *allene oxide synthase* (*aos*) (Fig 2), indicating that the root growth reduction is JA-dependent. Consistent with an increase in bioactive jasmonates, repeated cotyledon wounding also caused a strong reduction in the levels of the JA-biosensor *Jas9-VENUS* [26] along the root including the meristem (S2 Fig). Thus, a JA-dependent shoot-to-root signal(s) was able to reach the root meristem, activate JA signalling and reduce primary root growth.

**Fig 2:**
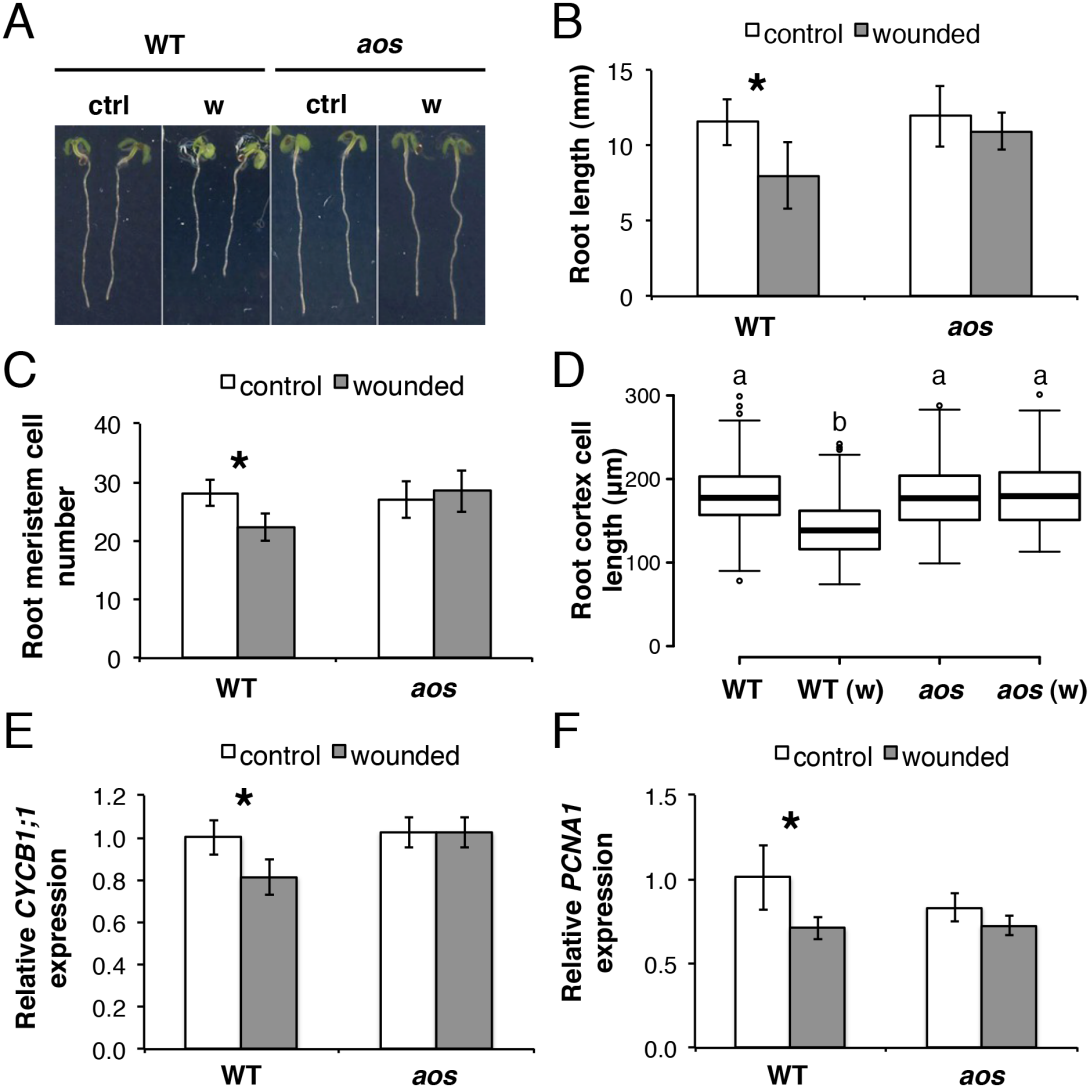
Root growth reduction after repeated shoot wounding is JA dependent. (A-D) Root measurements of 5-day-old (do) WT and *aos* seedlings grown in control conditions or subjected to repetitive cotyledon wounding: (A) representative control (ctrl) and wounded (w) seedlings; (B) primary root length; (C) cortex cell number in the primary root meristem; (D) box plot of cortex cell length in the differentiation zone of the primary root in control and wounded (w) samples of the indicated genotype. Data shown are means (± SD) from 27–55 (B) or 10 plants (C-D). Asterisks: Student’s t test significance compared with untreated controls (*P < 0.001) and letters in (D) indicate statistically significant differences between pairs as determined by Tukey’s HSD test (P < 0.001). (E-F) qRT-PCR of cell cycle marker genes (E) *CYCB1;1* and (F) *PCNA1* in 5-do roots of WT and *aos* seedlings grown in control conditions or subjected to repetitive cotyledon wounding. Root samples were collected 1 h after the 5^th^ cotyledon wound. Transcript levels were normalized to *UBC21* and displayed relative to the expression of the WT control. Bars represent means of three biological replicates (±SD), each containing a pool of roots from ~60 individuals. Asterisks: Student’s t test significance compared with untreated controls (*P < 0.01).

### Organization of JA signalling components in the primary root

As there was no information on the spatial organization of JA signalling in the root meristem, which could potentially mediate root growth responses after cotyledon wounding, we investigated the expression domain of NINJA, the only JA-signalling component affecting root growth in undamaged plants [7], and MYC TFs (MYC2, MYC3 and MYC4) known to have a role in the inhibition of root elongation when seedlings are grown in the presence of exogenous JA [19].

*NINJA*_*pro*_ *-GUSPlus* expression was detected in all organs of 5-day-old (do) seedlings: in vascular tissues of cotyledons and hypocotyl, in emerging true leaves, and in the primary root (S3 Fig). The strongest expression was observed in the root particularly in the apical meristem encompassing all cell layers examined. Confirming previous work [25], *MYC2*_*pro*_ *-GUSPlus* was expressed predominantly in the root extending midway into the hypocotyl, and was almost absent in cotyledons. In the division zone of the primary root *MYC2*_*pro*_ *-GUSPlus* activity was found in cells of the epidermis and lateral root cap but not in stele initials, whereas in cells of the elongation and differentiation zones staining was visible in the stele with only a very weak signal from ground tissues (S3 Fig). *MYC3*_*pro*_ *-GUSPlus* and *MYC4*_*pro*_ *-GUSPlus* expression patterns had both distinct and overlapping expression domains to that of *MYC2*_*pro*_ *-GUSPlus* and with respect to each other (S3 Fig). Consistently with [19], *MYC3*_*pro*_ *-GUSPlus* expression was found along the root excluding the division zone with weaker expression in aerial tissues, while the *MYC4* promoter was active in the developed vasculature of the root and it extended to other outer cell layers in the hypocotyl and cotyledons. In addition, we observed *MYC4*_*pro*_ *-GUSPlus* expression in outer layers of the columella and lateral root cap, and a strong *MYC3*_*pro*_ *-GUSPlus* expression in the outer margins of cotyledons, where no apparent *MYC4*_*pro*_ *-GUSPlus* activity was detected.

Promoter activities of *NINJA* and the three TFs were further characterized at the cellular level in the primary root tip with a nuclear localized fluorescent VENUS reporter protein (Fig 3A–3J). *NINJA*_*pro*_ *-NLS3xVENUS* was strongly expressed in all cells of the primary root apex (Fig 3A). *MYC2*_*pro*_ *-NLS3xVENUS* was expressed in elongating endodermal and epidermal cells of the elongation zone (Fig 3E) as well as epidermal, lateral root cap and columella cells of the root division zone (Fig 3F). A weaker *MYC3*_*pro*_ *-NLS3xVENUS* signal was present in endodermal, cortex and epidermal cells of the elongation and differentiation zones, while it was not detected in cells of the division zone (Fig 3H). *MYC4*_*pro*_ *-NLS3xVENUS* was absent from the elongation and early differentiation zone of the root (Fig 3I), and its expression was restricted to outer layers of the columella and lateral root cap (Fig 3J). The same expression patterns, although with much weaker fluorescent signals for the three MYC TFs, were observed with functional protein fusion reporters driven by endogenous promoters (S4 and S5 Figs). The localization of *NINJA*_*pro*_ *-NLS3xVENUS*, *MYC2*_*pro*_ *-NLS3xVENUS*, *MYC3*_*pro*_ *-NLS3xVENUS* and *MYC4*_*pro*_ *-NLS3xVENUS* florescent reporters did not differ from WT when expressed in the *aos* background (S6 Fig), indicating that the basal expression of *NINJA* and the three TFs in the primary root tip is JA-independent.

**Fig 3:**
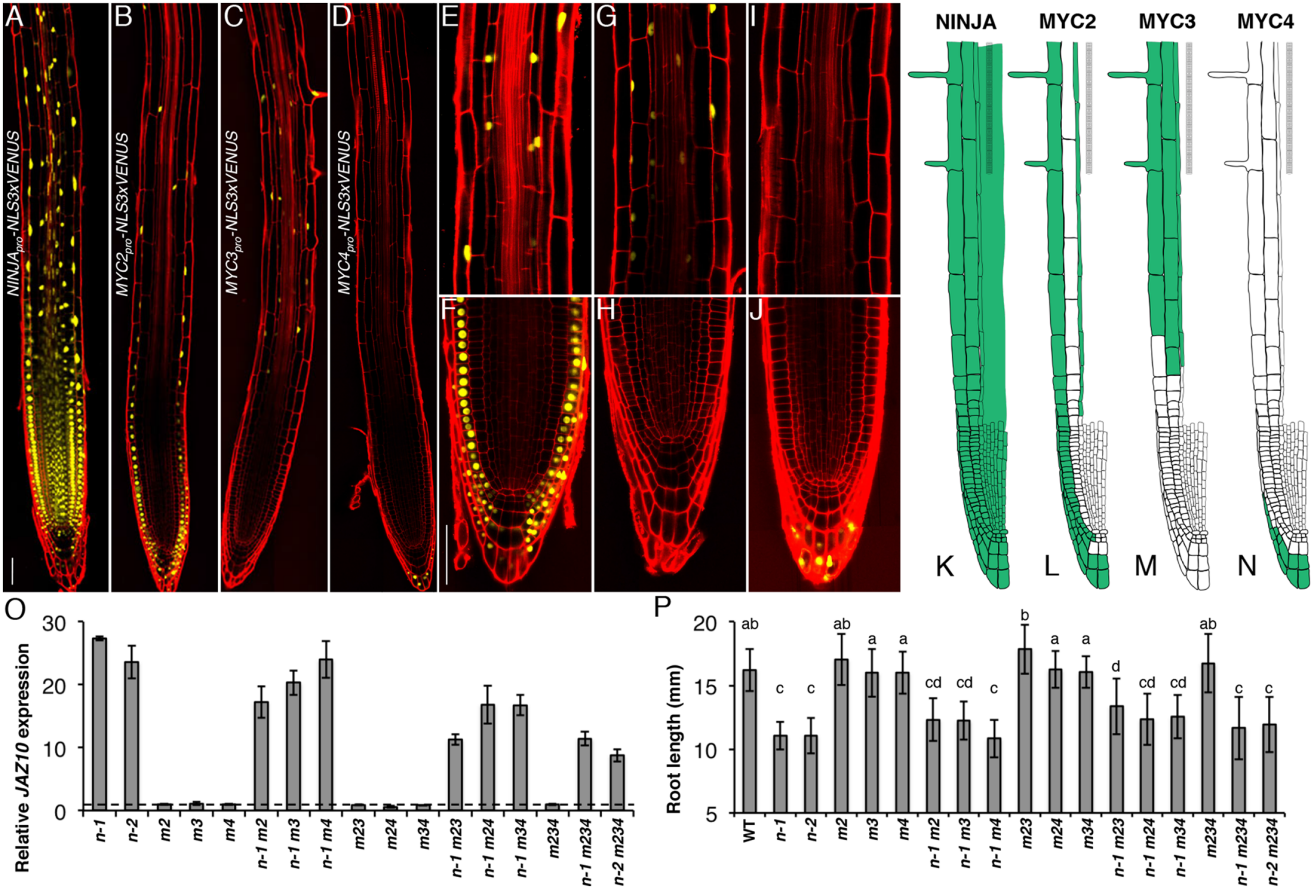
Spatial localization of NINJA, MYC2, MYC3 and MYC4 in the primary root meristem and contribution of the three TFs to the *ninja* mutant phenotype. Expression pattern overviews of (A) *NINJA*_*pro*_ *-NLS3xVENUS*, (B) *MYC2*_*pro*_ *-NLS3xVENUS*, (C) *MYC3*_*pro*_ *-NLS3xVENUS* and (D) *MYC4*_*pro*_ *-NLS3xVENUS* fluorescent reporters in 5-do WT primary roots. Close-ups of *MYC2*_*pro*_ *-NLS3xVENUS* (E and F), *MYC3*_*pro*_ *-NLS3xVENUS* (G and H) and *MYC4*_*pro*_ *-NLS3xVENUS* (I and J) expression in, respectively, the elongation and division zones of the primary root. Confocal microscopy images (A-J) represent merged overlays of the fluorescent (yellow) and propidium iodide (red) stained roots. Scale bars = 50 μm. (K-N) Distribution maps of NINJA, MYC2, MYC3 and MYC4 expression patterns (green) in the primary root meristem based on promoter and protein fusion reporters (S4 Fig). (O) qRT-PCR of basal *JAZ10* expression in 5-do roots of *ninja-1* (*n-1*), *ninja-2* (*n-2*), *myc2* (*m2*), *myc3* (*m3*), *myc4* (*m4*), *ninja-1 myc2* (*n-1 m2*), *ninja-1 myc3* (*n-1 m3*), *ninja-1 myc4* (*n-1 m4*), *myc2 myc3* (*m23*), *myc2 myc4* (*m24*), *myc3 myc4* (*m34*), *ninja-1 myc2 myc3* (*n-1 m23*), *ninja-1 myc2 myc4* (*n-1 m24*), *ninja-1 myc3 myc4* (*n-1 m34*), *myc2 myc3 myc4* (*m234*), *ninja-1 myc2 myc3 myc4* (*n-1 m234*), and *ninja-2 myc2 myc3 myc4* (*n-2 m234*). *JAZ10* transcript levels were normalized to those of *UBC21* and displayed relative to the expression of WT controls that are set to 1 and indicated with a dashed line. Bars represent the means of three biological replicates (±SD), each containing a pool of ~60 roots. Complete qRT-PCR data are in S1 File. (P) Root length of 7-do seedlings of the same genotype as indicated in (O). Data shown are means (± SD) from 22–48 plants; letters above bars indicate statistically significant differences between samples as determined by Tukey’s HSD test (P < 0.01).

A summary of the data is shown in basal distribution maps in the primary root apex (Fig 3K–3N). NINJA was present in all cells of the root tip. MYC2 and MYC3 were coincident in elongating and elongated epidermal and endodermal cells of the elongation and maturation zones of the root meristem. MYC3 was found in cortex cells from the elongation into the maturation zone, while MYC2 was detectable in all epidermal cells in different root zones from the initials on. The expression of MYC2 and MYC4 partially overlapped in the outer layers of the columella and lateral root cap, with MYC2 encompassing also inner cell layers of the two tissues. We did not observe overlapping expression domains for MYC3 and MYC4 in the root tip.

### Contribution of MYC2, MYC3, and MYC4 to the *ninja* root phenotype

Even though MYC2 has a dominant role in root responses to exogenous JA [19, 20, 23], the *ninja* phenotype was not suppressed in a *ninja myc2* double mutant, indicating that other or additional TF(s) are basally repressed by the NINJA-dependent mechanism [7]. Those signalling events are downstream of the COI1 receptor and JA-Ile perception as the *ninja* short root phenotype was still present in a *ninja-1 coi1-1* double mutant background (S7 Fig). We generated multiple *ninja myc* mutant combinations and evaluated their root phenotypes in terms of the early JA signalling marker *JAZ10* [2, 7] and organ length. The 25 times higher-than-WT *JAZ10* expression found in *ninja* roots was only mildly reduced in *ninja-1 myc2* and *ninja-1 myc3* double mutant combinations, while it remained similar to *ninja* in a *ninja-1 myc4* background (Fig 3O). We have previously shown that the *jin1-7* allele of *MYC2* did not suppress ectopic *JAZ10* expression in *ninja* [7], which could be attributed to the different allele used (*jin1-7 vs jin1-2*). On the other hand, *JAZ10* levels were almost halved in a *ninja-1 myc2 myc3* triple mutant but they were not further reduced in *ninja myc2 myc3 myc4* quadruple mutants (Fig 3O). Therefore, the combined activity of MYC2 and MYC3 contributes to approximately 50% of basal *JAZ10* expression in *ninja* roots, and the activity of MYC4 has a minor, if any, role. We also monitored *JAZ10* expression in roots 1 h after wounding one cotyledon (S8 Fig). The higher-than-WT *JAZ10* accumulation of *ninja* mutants was abolished in double and triple mutant combinations with *myc2* (*ninja-1 myc2*, *ninja-1 myc2 myc3*, *ninja-1 myc2 myc4*), while it was persistently higher in double and triple mutants with a WT copy of *MYC2* (*ninja-1 myc3*, *ninja-1 myc4*, *ninja-1 myc3 myc4*).

The roots of *ninja* mutants are 30% shorter than WT [7] (S7 Fig) and we found that this was maintained in *myc2*/ *myc3*/ *myc4* double, triple and quadruple mutant combinations with *ninja* relative to the controls with functional NINJA (Fig 3P). Remaining JA signalling in *ninja myc2 myc3* mutants seems sufficient to repress root growth. Alternatively, it is possible that de-repressed JA signalling is not the direct cause of root growth reduction in *ninja*.

### *ninja* roots display a JA-response transcriptome

To characterize transcriptional changes occurring in the root in the absence of a NINJA-dependent repression mechanism, we conducted a microarray analysis of *ninja-1* versus WT roots. 

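The arrays compare transcript levels in whole roots of 5-do seedlings, with 120 roots in each of 3 biological replicates per genotype and 1 Affymetrix ATH1 array per replicate. Of the 22810 probe sets of the array, the 64 controls were left out and 22746 were tested. The values are those the authors made with GCRMA, which corrects the background from the probe sequence, brings the arrays to 1 distribution and summarizes the probes of a set on the log2 scale. The median value of an array lay between 5.95 and 6.03. The lowest value was 2.11 on every array, and 26.5% to 27.0% of the probe sets of an array lay within 0.05 of this floor. A transcript at the floor in WT can therefore only be seen to rise. Across probe sets, which are not independent replicates, Pearson's r was 0.998 to 0.999 between arrays of 1 genotype and 0.994 to 0.996 between genotypes. The number of arrays limits the precision of every value. The genotypes were compared with a linear model in limma (lmFit and eBayes, 1 term for genotype, two-sided) and the Benjamini-Hochberg adjustment over all probe sets tested. A probe set was called higher or lower in *ninja-1* when its adjusted p was under 0.05 and its fold change, from the difference of the mean log2 values, was at least 2, which are the thresholds of the paper's methods. The annotation used here names 13436 of the probe sets by a single gene, for 13286 genes in all. Genes of S1 Table outside it were assigned to the only probe set whose fold change lay within 0.06 plus 0.5% of the table's fold change and whose adjusted p lay within 6e-04 of the table's, with tolerances chosen after the values had been seen. Tried on S1 Table genes that the annotation does name, this match pointed to a single probe set for 46 genes, and to the right one for all 46 (lower 95% bound of the share, 92.3%, exact Clopper-Pearson). It assigned 52 genes, among them *NINJA*, the JAZ genes, *WRKY38*, *ILL6* and most triterpene genes. For these genes the closeness of the fold change and adjusted p to those of S1 Table follows from the match, and with them the standard error, while the mean values per genotype do not.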

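In roots of *ninja-1*, the transcripts of 5 JAZ repressors, of *AOS* and *OPR3* of JA synthesis and of the 9 triterpene genes of S1 Table were higher than in WT. *JAZ10*, a repressor that is itself induced by JA, was close to the floor in WT (2.26 ± 0.07, SD, n = 3) and reached 7.32 ± 0.15 (SD, n = 3) in *ninja-1*. This is a log2 change of 5.06 (standard error 0.09, adjusted p = 0.00144 from limma) or 33.4-fold, a size that the floor in WT makes uncertain. The rise that the paper gives for *ninja* roots by qRT-PCR is smaller. *JAZ6* rose 4.82-fold, *JAZ5* 4.08-fold, *JAZ2* 3.34-fold and *JAZ1* 2.92-fold, with adjusted p from 0.00443 for *JAZ1* to 0.0450 for *JAZ5*. *AOS* and *OPR3*, which both act in JA synthesis, rose 2.18-fold (adjusted p = 0.0436) and 2.39-fold (adjusted p = 0.00835). *ST2A*, a sulfotransferase of hydroxylated JA, rose 2.45-fold (adjusted p = 0.0397), the esterase gene *MES1* 8.88-fold (adjusted p = 0.0112) and *GGH1* 2.05-fold (adjusted p = 0.0333). All 11 genes that S1 Table lists under JA signalling beside *NINJA* were called higher, a count that is not independent evidence because the table was drawn up from these samples. The same holds for its 9 triterpene genes, all called higher. *THAH1*, a hydroxylase of thalianol, had the largest measured change of the called probe sets, among which the floor limits several changes, such as those of *JAZ10* and *SQP2*. Its value was 3.59 ± 0.18 (SD, n = 3) in WT and 9.46 ± 0.29 (SD, n = 3) in *ninja-1*, a log2 change of 5.87 (standard error 0.19, adjusted p = 0.00372) or 58.3-fold. *THAS1*, which makes thalianol, rose 25.3-fold (log2 change 4.66, standard error 0.11, adjusted p = 0.00179) and the desaturase gene *THAD1* 9.93-fold (adjusted p = 0.00436). The acyltransferase genes *THAA1* and *THAA2* rose 3.74-fold and 2.87-fold. In the marneral cluster, *CYP705A12* rose 21.9-fold (adjusted p = 0.00361), a size made uncertain by a WT value near the floor (2.60). The marneral oxidase gene *MRO* rose 5.34-fold (adjusted p = 0.0114). *SQP2*, for a squalene monooxygenase-like protein, left the floor (2.25 ± 0.08 in WT, SD, n = 3) and rose 28.1-fold (adjusted p = 6.64e-04), also of uncertain size. *CYP705A1* rose 2.26-fold (adjusted p = 0.0190).

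**Figure D1:**
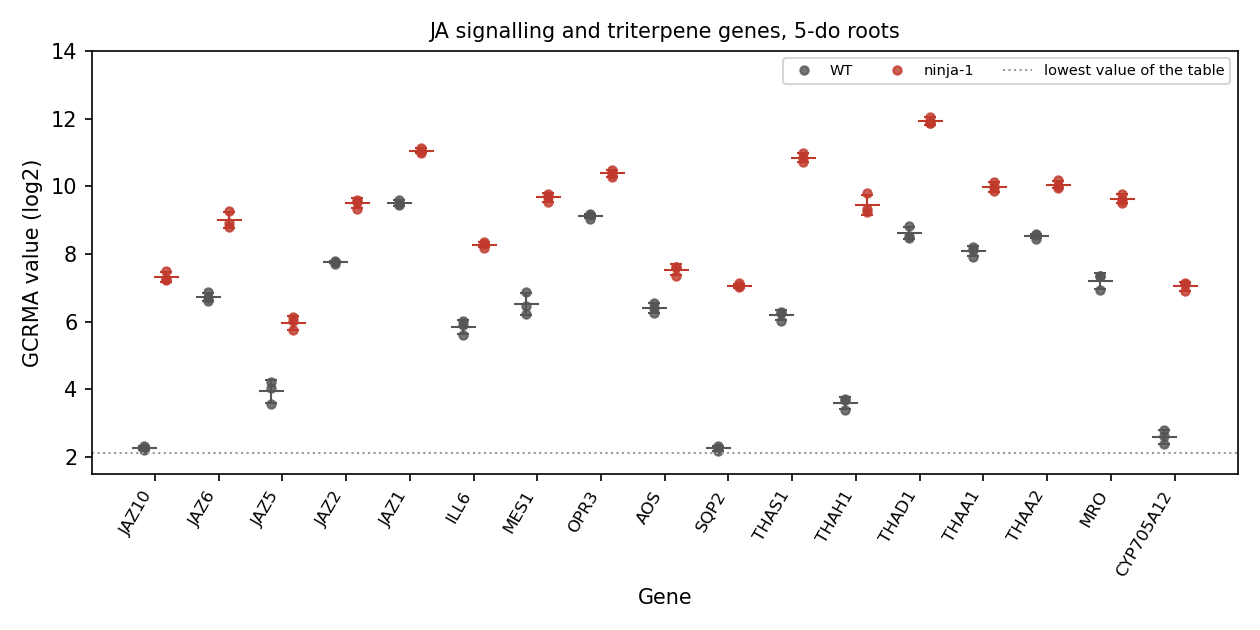
GCRMA values (log2, vertical axis) of 17 JA and triterpene genes (horizontal axis) in 5-do roots. Points are the 3 arrays of WT and the 3 of *ninja-1*, lines the mean with its SD, and the dotted line the lowest value of the table. For each gene the 3 arrays of *ninja-1* lie above the 3 of WT.

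Over all probe sets, 112 were called higher, 41 of them at least 4-fold and 14 at least 10-fold. Of the 112, 25 had a mean value under 4 in WT. In each called probe set, higher or lower, every array of *ninja-1* lay on 1 side of every WT array, as in 17.8% of all probe sets tested. Chance gives at most 10% on average over the 10 splits of the arrays into 3 and 3, and less where values tie at the floor. Probe sets are not independent, so the share for a single split can lie far from this average. It was not counted for the other splits. With 1 array left out, the number called higher fell to between 33 (without *ninja-1* replicate 2) and 83 (without *ninja-1* replicate 3), and *JAZ5*, *ST2A* and *AOS* did not pass the adjusted p whichever array was left out. With dim probe sets left out (log2 value above 4 in at least 3 of the 6 arrays required), or after median centring of the arrays, 170 were called higher. With a replicate block, for which no pairing is described, 0 were called.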

Consistent with a major role of NINJA in repressing JA signalling, many of the 113 genes up-regulated in *ninja-1* roots encoded typical JA-responsive transcripts and several genes involved in secondary metabolism (notably genes encoding the synthesis of triterpenes such as thalianol) (S1 Table). Only 12 genes were down-regulated (including *NINJA*; S1 Table). 

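The transcript of *NINJA* itself was lower in *ninja-1*, at 7.16 ± 0.12 (SD, n = 3) against 9.61 ± 0.10 (SD, n = 3) in WT. It fell by 2.45 on the log2 scale (standard error 0.09, adjusted p = 0.00436 from limma). The largest measured decrease among the called probe sets was that of *YLS9*, a gene that responds to senescence and pathogens, which fell by 2.90 (standard error 0.26, adjusted p = 0.0274). *PER4*, a peroxidase gene induced in immune responses, fell by 2.03 (adjusted p = 0.00835). The transcription factor gene *NAC100* fell by 1.84 (adjusted p = 0.0299), and *LEA4-5*, which encodes a protein that protects cells from water loss, fell by 1.37 (adjusted p = 0.00249), to 3.74 on 2 of the 3 arrays, an identical value that makes the size of the decrease uncertain. AT1G26390, for a berberine bridge enzyme-like protein, fell by 2.22 (adjusted p = 0.0235) and the RING/U-box gene AT4G09110 fell by 2.08 (adjusted p = 0.0133). Both ended at or next to the lowest value their probe sets take (2.62 and 2.13 in *ninja-1*), so the size of each decrease is limited by the floor. The cysteine protease gene AT4G11310, whose probe set is not specific to 1 transcript, fell by 2.08 (adjusted p = 0.00494). AT3G45680, for a transporter of the major facilitator superfamily, fell by 1.59 (adjusted p = 0.0274) and *MLP328* fell by 1.23 (adjusted p = 0.0258). The remaining probe set matches both AT1G78820 and AT1G78830, for lectin-like proteins, and fell by 1.52 (adjusted p = 0.0471).

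**Figure D2:**
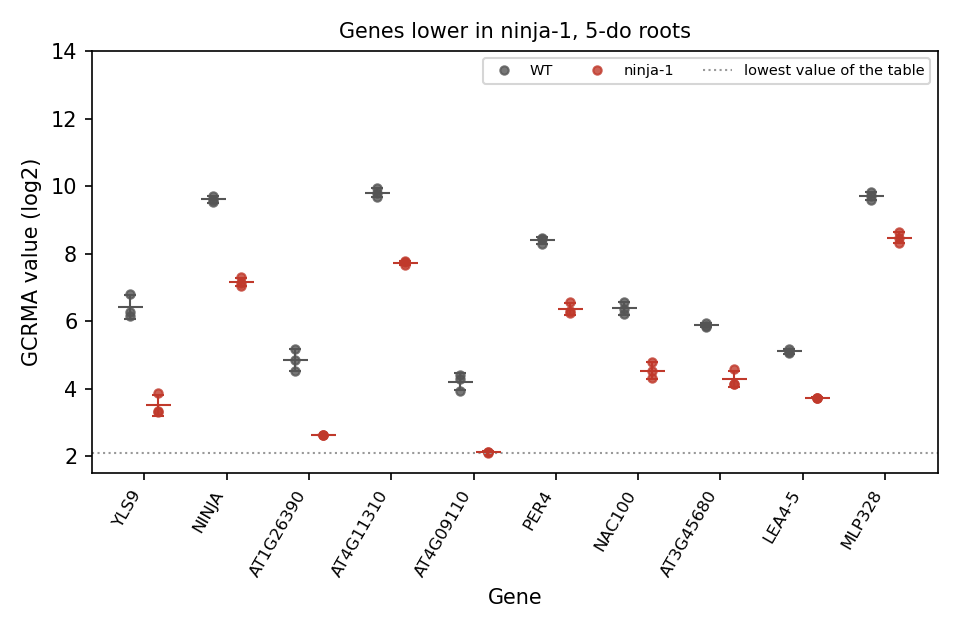
GCRMA values (log2, vertical axis) of the 10 genes with a single name that were called lower in *ninja-1* (horizontal axis) in 5-do roots. Points are the 3 arrays per genotype, lines the mean with its SD, and the dotted line the lowest value of the table, which AT4G09110 reaches in *ninja-1*.

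These make 11 probe sets called lower, 6 of them by at least 4-fold. The number was 58 with the dim probe sets left out, 40 after median centring, 5 with the per-gene test without moderation and 0 with a replicate block. With 1 array left out it was 4 without WT replicate 1, 5 without WT replicate 2 or 3, 4 without *ninja-1* replicate 1, 3 without *ninja-1* replicate 2 and 12 without *ninja-1* replicate 3.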

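S1 Table marks 7 genes whose transcripts had also changed in an earlier dataset from rosettes. All 7 were called in the roots analysed here, which is not independent evidence because the table was drawn up from these samples. Beside *NINJA*, which was lower, and *JAZ10*, the other 5 were higher in *ninja-1*. *JOX2* (AT5G05600), for a jasmonate-induced oxygenase that hydroxylates JA, was 7.35 ± 0.16 (SD, n = 3) in WT and 9.48 ± 0.07 (SD, n = 3) in *ninja-1*, a rise of 4.38-fold (adjusted p = 0.00636 from limma). AT1G06620, for another 2-oxoglutarate-dependent oxygenase, rose 4.69-fold (log2 change 2.23, standard error 0.12, adjusted p = 0.00838). AT3G51450, for a strictosidine synthase-like protein, rose 3.84-fold (log2 change 1.94, standard error 0.12, adjusted p = 0.0110) and AT5G26270, of unknown function, 3.51-fold (log2 change 1.81, standard error 0.10, adjusted p = 0.00838). *MEB1*, for a membrane protein of the ER body, a compartment that stores defence enzymes, rose 2.10-fold (adjusted p = 0.0188). With 1 array left out, AT3G51450 and *MEB1* each passed the adjusted p in 1 of the 6 fits. Values from rosettes were not analysed here.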

We identified a larger number of differentially expressed genes in roots than found in a previous study that used adult rosettes of a *NINJA* knock-down line [10], with only 7 genes overlapping between the two datasets (S1 Table). The over-expression of JA response genes in *ninja* could be the result of de-repressed TF(s) normally inhibited by the NINJA-dependent repression mechanism. In an attempt to identify such TF(s) we generated double mutants between *ninja-1* and *WRKY38* and *bHLH025* T-DNA insertion lines, two TFs found over-expressed in the *ninja* root transcriptome (S1 Table). However, *ninja* mutant phenotypes were not suppressed in those double mutant backgrounds (S9 Fig).

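The transcript of *WRKY38*, a WRKY transcription factor of defence responses, was near the floor in WT (2.47 ± 0.21, SD, n = 3) and at 5.31 ± 0.25 (SD, n = 3) in *ninja-1*. Its log2 change was 2.84 (standard error 0.18, adjusted p = 0.0114 from limma) or 7.18-fold, a size that the floor in WT makes uncertain. *bHLH025* (AT4G37850) was 3.00 ± 0.29 (SD, n = 3) in WT and 5.11 ± 0.31 (SD, n = 3) in *ninja-1*, a log2 change of 2.10 (standard error 0.23, adjusted p = 0.0477) or 4.29-fold, a size that background makes uncertain at so low a WT value. *MYC3* and *MYC4*, bHLH transcription factors of JA signalling, had log2 changes of 0.27 (standard error 0.11, adjusted p = 0.421) and 0.04 (standard error 0.14, adjusted p = 1). *MYC2* was not analysed here. The adjusted p of *bHLH025* was over 0.05 with any 1 array left out and in the per-gene test without moderation.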

### *myc2-322B*: A novel *MYC2* allele

MYC2, MYC3 and MYC4 are expressed basally in the root meristem (Fig 3) but insertion alleles in these genes do not show root growth alterations [20]. However, based on the scheme in Fig 1 it is possible that gain-of-function alleles of MYCs constitutively activate JA signalling. One such allele in *MYC3* is already known [29]. We extended the genetic screen used by [7] to search for new mutants that, under basal conditions, display ectopic expression of a secretable *JAZ10*_*pro*_ *-GUSPlus* ^*sec*^ (*JGP*) reporter. Unlike the weak *JGP* activity observed in the WT (Fig 4A) [7], one such mutant displayed basal *JGP* activity in the early differentiation zone of the primary root tip without reaching mature parts of the upper root (Fig 4B). The mutant segregated recessively from WT *MYC2* (S10 Fig) and was mapped by whole-genome sequencing to a G to A transition in position 493 of the *MYC2* gene causing a glutamate to lysine (E165K) substitution.

**Fig 4:**
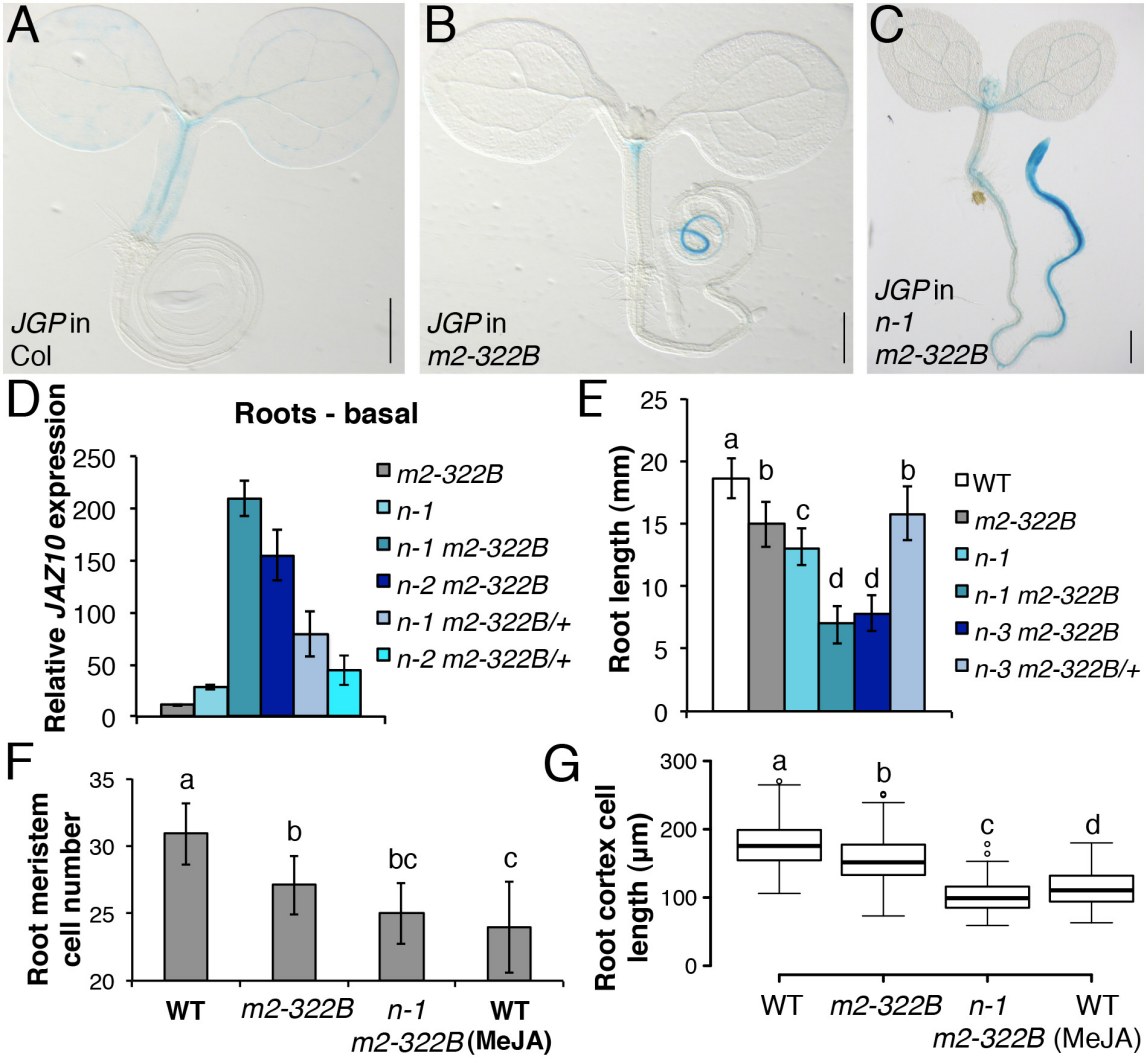
*myc2-322B* exhibits enhanced root JA responses in a NINJA-dependent manner. *JGP* expression in 5-do seedlings of WT (A), *myc2-322B* (B, *m2-322B*) and *ninja-1 myc2-322B* (C, *n-1 m2-322B*). Note the constitutive reporter activity stained in blue (Scale bars = 0.5 mm). (D) qRT-PCR of basal *JAZ10* expression in 5-do roots of *myc2-322B*, *ninja-1* (*n-1*), *ninja-1 myc2-322B* (*n-1 m2-322B*), *ninja-2 myc2-322B* (*n-2 m2-322B*), *ninja-1 myc2-322B/+* (*n-1 m2-322B/+*) and *ninja-2 myc2-322B/+* (*n-2 m2-322B/+*). *JAZ10* transcript levels were normalized to those of *UBC21* and displayed relative to the expression of unwounded WT samples, which are set to 1. Bars represent the means of three biological replicates (±SD), each containing a pool of ~60 roots. Complete qRT-PCR data are in S1 File. (E) Root length quantification of WT and 7-do mutant lines. Data are the means (±SD) from 20–48 plants. Primary root meristem cell number (F) and box plot summary of cortex-cell length (G) in 5-do seedlings of WT and mutant lines grown in control conditions, and of WT grown in presence of 25 μM MeJA (n = 10). Letters above bars and box plots (E-G) indicate statistically significant differences between samples as determined by Tukey’s HSD tests (P < 0.01).

The relatively confined *JGP* expression of *myc2-322B* (Fig 4B) led us to hypothesize that a transcriptional repression mechanism is still able to inhibit the putative excessive MYC2^E165K^ activity in *myc2-322B*. Indeed, by removing the NINJA-dependent repression mechanism in *ninja-1 myc2-322B* double mutants, the effects on *JGP* activity became more remarkable, extending to a much wider domain in the primary root including the meristem (Fig 4C). To further assess the functionality of this novel *myc2* allele we tested its influence on JA-mediated gene expression. *myc2-322B* showed ~10 fold higher-than-WT *JAZ10* expression in 5-do roots (Fig 4D) as well as higher *JAZ10* accumulation in roots of cotyledon-wounded seedlings (S11 Fig). By contrast, neither basal *JGP* nor *JAZ10* expression differed from WT in aerial tissues (Fig 4B and S11 Fig). Consistent with our hypothesis that a NINJA-dependent repression mechanism blocks excessive JA responses in *myc2-322B*, basal *JAZ10* expression reached ~200 higher-than-WT levels in roots of *ninja myc2-322B* double mutants and intermediate *JAZ10* and *JGP* levels in double mutants homozygous for *ninja* and heterozygous for *myc2-322B* (*ninja myc2-322B/+*) (Fig 4D and S12 Fig). Although *myc2-322B* segregated recessively in the WT background, we found that it is a dosage-dependent, gain-of-function allele once it is released from NINJA-dependent repression mechanisms in specific zones of the primary root.

When grown in control conditions, *myc2-322B* had up to 20% shorter roots than WT (Fig 4E), associated with decreased meristem cell number and cell elongation in the differentiation zone (Fig 4F and 4G). Root growth was more strongly affected in *ninja myc2-322B* double mutants: primary root length in control conditions reached only 50% of the WT length, and both meristem cell number and cell elongation in the differentiation zone were markedly reduced, and were similar to those of WT treated with JA (Fig 4F and 4G).

Given that both MYC2 and MYC3 contribute to JA signalling in *ninja* mutants (Fig 3O), we extended our studies to the *atr2D* allele of *MYC3* in which a D94N missense mutation in the JAZ-interacting domain (JID) causes released repression from most JAZ proteins and activation of stress-responsive genes [19, 29, 30]. The *atr2D* mutant accumulated ~3 times higher-than-WT *JAZ10* transcript levels in roots of seedlings (S13 Fig) without altering root length (S14 Fig). Conversely, roots of *ninja-1 atr2D* double mutants accumulated ~100 fold higher *JAZ10* levels than WT but their length was similar to *ninja* mutants. *JAZ10* transcripts were ~30 fold higher-than-WT in roots of *myc2-322B atr2D* double mutants (S13 Fig) but this did not reduce root length beyond that in *myc2-322B* alone (S14 Fig).

### MYC2^E165K^ results in enhanced transcriptional activity and partial release from JAZ repression

The *myc2-322B* mutant presumably produces a MYC2 protein affected in the transcriptional activation domain (TAD, residues 149–188) responsible for recruiting the Mediator transcription initiation complex [15, 31]. Embedded in the TAD of MYC2, a stretch of acidic amino acids (MYC2^154–165^) constitutes the destruction element (DE) required for proteasome-dependent degradation and MYC2 functionality [31]. Deleting the entire DE resulted in a more stable MYC2 protein that could no longer induce the transcription of MYC2 regulated genes, such as *LOX2* [31]. The putative MYC2^E165K^ variant found in *myc2-322B* is altered in the last amino acid of the DE and could result in defective proteolysis and/or transcriptional activity. A functional MYC2^E165K^-CITRINE transgene driven by the endogenous *MYC2*_*pro*_ was expressed in the same root cells as WT MYC2-CITRINE but with a much stronger reporter signal (Fig 5A and S15 Fig). This apparently higher MYC2^E165K^ protein accumulation was not the result of increased transcripts as both basal and wound induced *MYC2* levels were the same between WT and *myc2-322B* mutant roots (S16 Fig). Furthermore, after inhibition of *de novo* protein synthesis with cycloheximide (CHX), MYC2^E165K^-CITRINE levels decreased over time, suggesting that the mutant protein is subjected to degradation just as WT MYC2-CITRINE (S17 Fig). Probably due to higher initial levels, MYC2^E165K^-CITRINE was still visible 60 min after CHX treatment, while MYC2-CITRINE had almost disappeared (S17 Fig). Concomitantly, we could also not detect aberrations in *LOX2* accumulation 1 h after wounding in *myc2-322B* (S18 Fig), implying that MYC2^E165K^ is functional.

**Fig 5:**
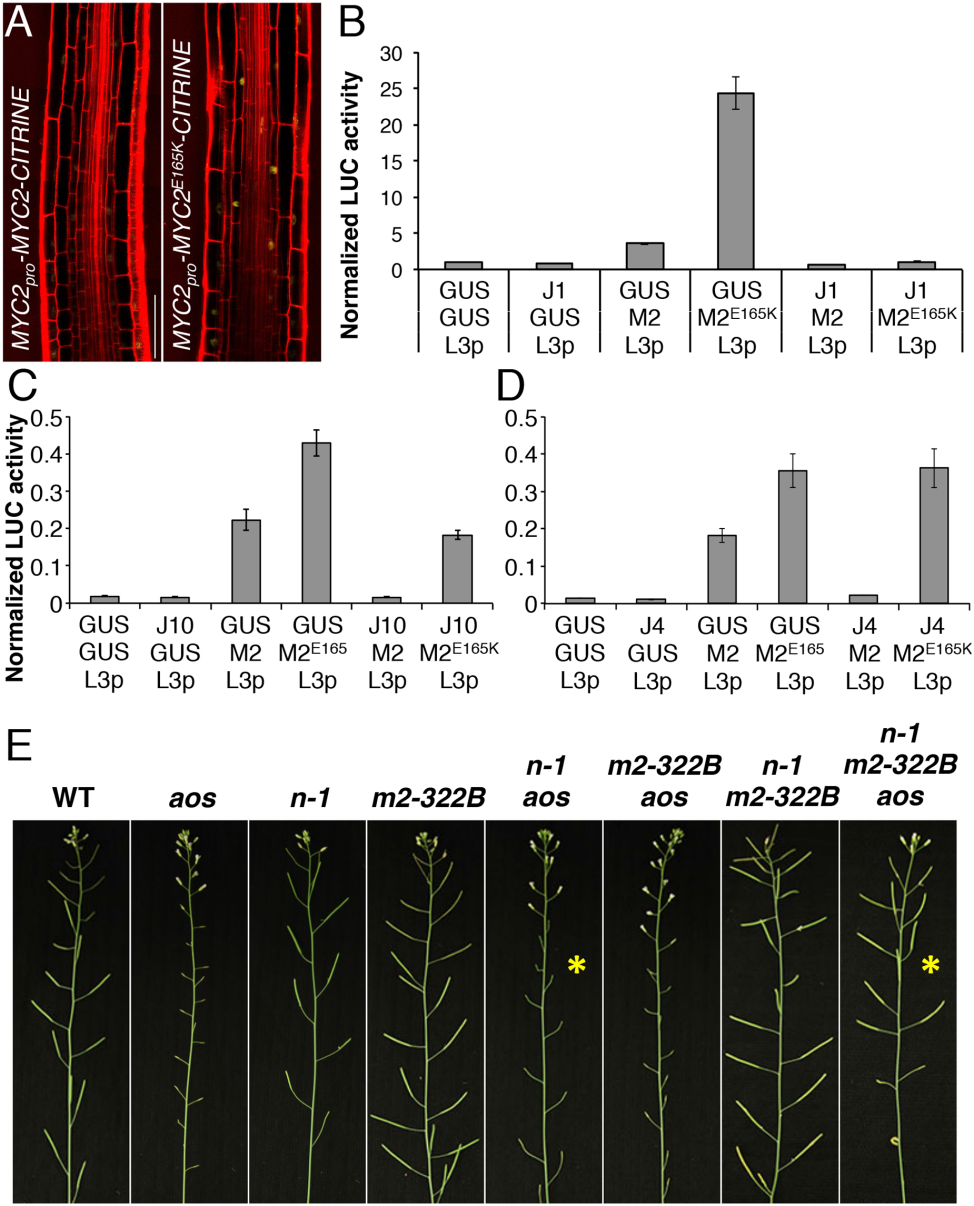
MYC2 ^E165K^ is a MYC2 gain-of-function allele. (A) Confocal microscopy images representing the expression pattern of functional *MYC2*_*pro*_ *-MYC2-CITRINE* and *MYC2*_*pro*_ *-MYC2* ^*E165K*^ *-CITRINE* fluorescent reporters (yellow) in the elongation zone of 5-do *jin1-7* roots stained with propidium iodide (red). Scale bar = 50 μm. (B-D) Transactivation of the *LOX3* promoter by transient expression of MYC2 or MYC2^E165K^ in the presence or absence of JAZ1, JAZ10 or JAZ4 repressors. Tobacco protoplasts were transfected with a *LOX3*_*pro*_ *-fLUC* (L3p) reporter construct, a *35S*_*pro*_ *-MYC2* (M2) or *35S*_*pro*_ *-MYC2* ^*E165K*^ (M2^*E165K*^) effector constructs in the presence or absence of *35S*_*pro*_ *-JAZ1* (JAZ1), *35S*_*pro*_ *-JAZ10* (J10) or *35S*_*pro*_ *-JAZ4* (JAZ4) constructs, and a *35S*_*pro*_ *-rLUC* normalization construct. The *35S*_*pro*_ *-GUS* (GUS) was used as control. Bars represent the means of 8 biological replicates (±SE) of normalized fLUC:rLUC activities. (E) Main inflorescences from 5 week-old plants of WT, *aos*, *ninja-1* (*n-1*), *myc2-322B* (*m2-322B*), *ninja-1 aos* (*n-1 aos*), *myc2-322B aos* (*m2-322B aos*), *ninja-1 myc2-322B* (*n-1 m2-322B*) and *ninja-1 myc2-322B aos* (*n-1 m2-322B aos*). Note the restored fertility in the *ninja-1 myc2-322B aos* triple mutant compared to the sterility of *ninja-1 aos* with a WT MYC2 protein (yellow asterisks).

We then assessed the transactivation capacity of MYC2^E165K^ and its regulation by JAZ repressors. In transient expression assays in tobacco protoplasts, MYC2^E165K^ had higher than WT activity in inducing the MYC2 responsive promoter of *LOX3* (*LOX3*_*pro*_) driving the expression of a *FIREFLY LUCIFERASE* (*fLUC*) reporter (Fig 5B–5D and S19 Fig). The transactivation of *LOX3*_*pro*_ by WT MYC2 was counteracted by co-expression with all 7 JAZ proteins tested (Fig 5B–5D and S19 Fig). However, the transactivation of *LOX3*_*pro*_ by the MYC2^E165K^ mutant protein was inhibited by co-expression with JAZ1 only, while it was less repressed by JAZ8, JAZ9 and JAZ10, and it failed to be inhibited by JAZ4, JAZ6 and JAZ12 (Fig 5B–5D and S19 Fig). We further compared the ability of WT MYC2 and MYC2^E165K^ to interact with 12 JAZ proteins in Yeast two-hybrid (Y2H) assays. As reported previously [19, 30], WT MYC2 was able to interact with all JAZs, except with JAZ7 (S20 Fig). On the other hand, MYC2^E165K^ was able to strongly interact only with JAZ1 in Y2H (S20 Fig). Thus, MYC2^E165K^ promotes the expression of early JA responsive genes as a consequence of both increased transactivation capacity and reduced inhibition by JAZ proteins. The gain-of-function behaviour of MYC2^E165K^ was then tested using an in planta genetic approach.

The *ninja-1* and *myc2-322B* mutations were introgressed into backgrounds that are fully male-sterile as a consequence of abolished JA production (*aos*) or signalling (*coi1-1*). Remarkably, when MYC2^E165K^ was liberated from NINJA-dependent repression, it was able to restore fertility of *aos* and of *coi1-1* mutants in *ninja-1 myc2-322B aos* and *ninja-1 myc2-322B coi1-1* combinations, whereas the WT copy of MYC2 failed to do so (Fig 5E and S21 Fig). Similarly to roots where basal *MYC2* expression was *aos*-independent (S6 Fig), *MYC2* transcript levels in stage 12 flowers were similar between WT and *aos*, whereas they were increased in the *ninja-1 myc2-322B aos* triple mutant (S22 Fig). Furthermore, we tested whether the restored fertility was a consequence of *MYB21* and *MYB24* induction, two TFs essential for male fertility whose expression is impaired in *aos* flowers [32]. In the *ninja-1 myc2-322B aos* triple mutant the expression of *MYB21* rose to WT levels and that of *MYB24* was intermediate between that of *aos* and WT. Conversely, the expression of both TFs was lower-than-WT in *ninja-1 aos* mutants with WT MYC2 (S22 Fig). The growth effects of MYC2^E165K^ are therefore not seedling specific, but extend into reproductive organs and adult-phase rosettes (S23 Fig). To consolidate this, we used a repetitive leaf-wounding assay that is known to cause a JA-dependent reduction in WT rosette growth [2, 4]. In this assay, the *myc2-322B* mutant was more sensitive than the WT to wound-induced growth reduction (S24 Fig). Finally, *myc2-322B* was more susceptible than WT when challenged with the generalist herbivore *Spodoptera littoralis* (S25 Fig).

### MYC2^E165K^ renders roots hypersensitive to exogenous JA

Loss-of-function *myc2* alleles are partly insensitive to JA-mediated root growth inhibition while the overexpression of *MYC2* causes mild hypersensitivity [23] with 75% reduction in root length compared to the 50% reduction observed for the WT [20]. The *myc2-322B* mutant responded far more strongly to exogenous JA: its root length was up to 99% shorter in media supplemented with methyl JA (MeJA) compared to control conditions (Fig 6A–6C). The JA-mediated hypersensitivity phenotype was specific to *myc2-322B* and did not extend to the *atr2D* allele of MYC3 (S14 Fig) or to plants overexpressing a *MYC* ^*D105N*^ variant with diminished JAZ binding ability [30]. Moreover, all mutant combinations with *myc2-322B* displayed a hypersensitive phenotype in JA-mediated root growth inhibition assays (Fig 6C), with almost no measurable root meristem (Fig 6B). Triple mutant combinations of *ninja-1 myc2-322B aos* and *ninja-1 myc2 coi1-1* showed that the extreme root growth reduction constitutively observed in *ninja-1 myc2-322B* double mutants partly relies on de novo JA synthesis and signalling as triple mutants had intermediate root lengths between the *ninja- 1 myc2-322B* and *myc2-322B* mutants (Fig 6C). Consistently, *ninja-1 myc2-322B aos* was hypersensitive to MeJA treatment, while *ninja-1 myc2-322B coi1-1* was completely insensitive (Fig 6C).

**Fig 6:**
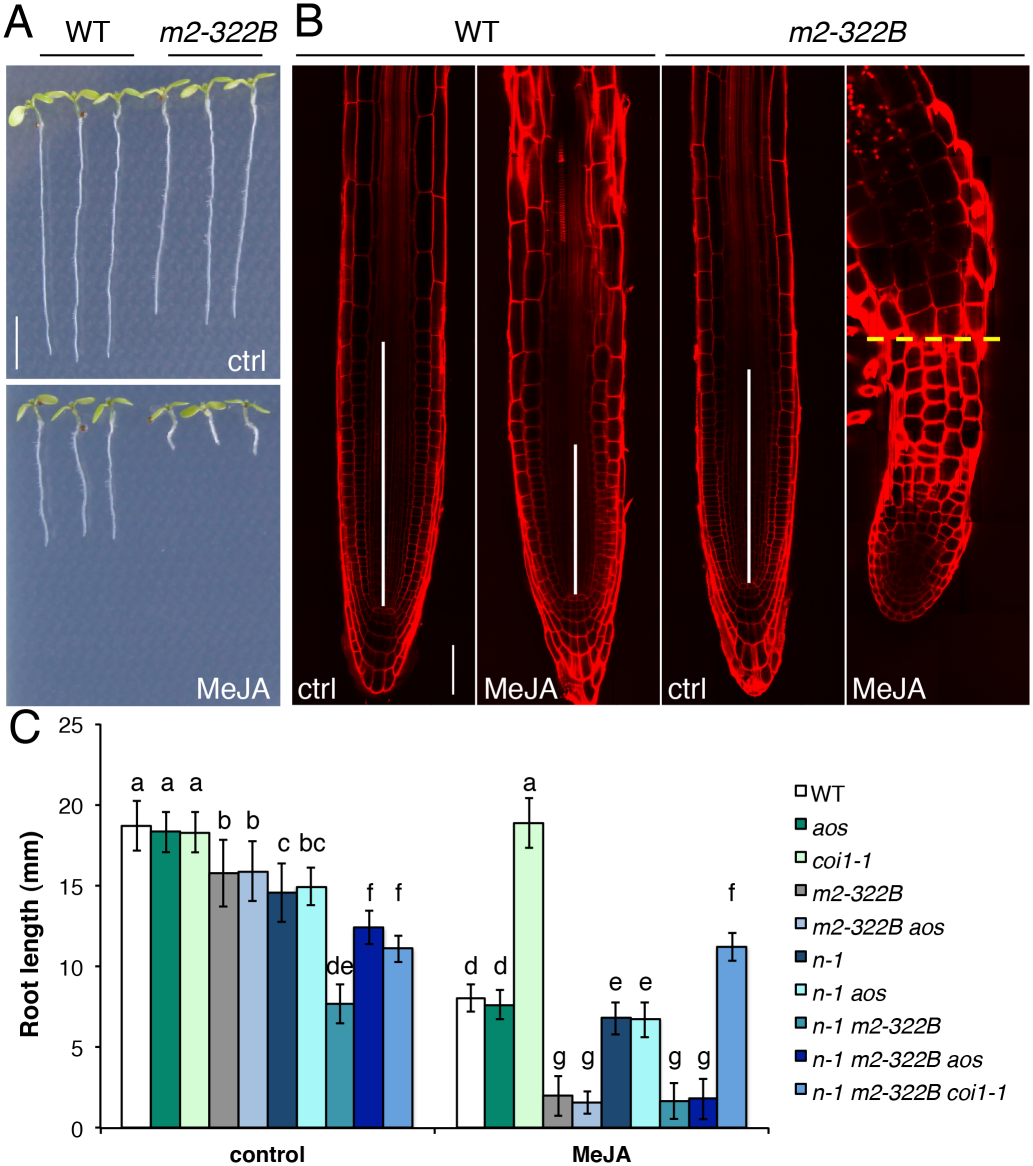
MYC2 ^E165K^ confers extreme hypersensitivity to exogenous JA. (A) Representative 7-do seedlings of WT and *myc2-322B* (*m2-322B*) mutants grown in control conditions (ctrl) or on media supplemented with 25 μM MeJA. Scale bar = 0.5 cm (B) Confocal microscopy images of propidium iodide stained primary root meristems of WT and *myc2-322B* 5-do seedlings grown in the absence (ctrl) or presence of 25 μM MeJA. Scale bar = 50 μm. Vertical white bars represent the root division zone and the horizontal yellow dashed line marks the root—hypocotyl boundary of *myc2-322B* grown in the presence of MeJA. (C) Root length of 7-do seedlings of the indicated genotype grown in the absence (control) or presence of 25 μM MeJA. *n-1* refers to *ninja-1*. Data shown are means (± SD) from 20–49 plants. Letters above bars indicate statistically significant differences between samples as determined by Tukey’s HSD test (P < 0.01).

## Discussion

Single wounding treatments or simulated herbivory in aerial organs transiently reduced root growth in *Arabidopsis* [33] and *Nicotiana attenuata* [34] although the effect was reported to occur independently of *aos* in *Arabidopsis*. Herein we show that, with a repetitive wounding treatment, a shoot-to-root signal reaches below ground organs and, through JA action, restricts growth by inhibiting both cell proliferation and cell elongation in the primary root tip. These two basic cellular processes influencing root growth are similarly affected when plants are grown in media supplemented with JA [31]. Likewise, JA was shown to control leaf growth by inhibiting cell proliferation and the onset of endoreduplication [35]. Our data reveal a primary function of endogenous JA in coordinating root growth after distal wounding and establish a robust assay with which to investigate this phenomenon.

### Distinct expression domains for JA signalling components in the root apex

NINJA is expressed ubiquitously in the primary root tip. This included not only cells in the differentiated parts of the root where a cell elongation defect and de-repressed JA signalling is observed in *ninja* mutants [7], but also cells of the root division zone where no apparent morphological defect is found in *ninja* mutants. Therefore, the lack of evident phenotypes in the root division zone of *ninja* mutants is not the result of differences in spatial distribution of the NINJA repressor, but likely the result of the presence of additional regulatory mechanisms such as direct recruitment of TPL by one or more NINJA-independent JAZs [11, 36]; direct recruitment of HISTONE DEACETYLASE 6 (HDA6) by JAZ1 to inhibit transcription [36]; MYC2 stability, turnover and phosphorylation [31]; and regulation of MYC-MED interactions to promote transcription. The enhanced phenotype of the *ninja-1 myc2-322B* mutant supports the control of MYC2 levels or activity as a cause of the restricted *ninja-1* phenotype.

Mutants in *NINJA* display shorter roots in the absence of JA due to a defect in cell elongation only [7]. Consistent with a specific role of NINJA in repressing TF(s) mediating JA signalling in the root [7], a whole class of up-regulated transcripts found in roots of *ninja* was typically JA-responsive, with no major trends from other hormonal pathways. 

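The lists of hormone genes are counted here over members that the annotation names. The match to S1 Table adds called genes alone: in the JA lists *NINJA*, lower in *ninja-1*, and *AOS*, *OPR3*, *ILL6*, *CYP94B1*, *ST2A* and 5 JAZ genes, all higher, and in the list of salicylic acid response *EDS5* and *WRKY38*, both higher. Of the members so named, 1 of 5 of JA turnover (*JOX2*) was higher in *ninja-1* past the adjusted p in limma, with 0 of 2 of the core of JA signalling, 0 of 3 of JA synthesis and 0 of 3 JA defence markers. The 1 gene of salicylic acid response was higher, 1 of 3 of abscisic acid response was lower, and no measured member of the ethylene, auxin, cytokinin or gibberellin lists passed. The lists were drawn up after S1 Table had been read, so members that the table names are not independent evidence. *GRX480*, a glutaredoxin gene induced by salicylic acid and the only member of that list that the annotation names, rose 3.75-fold (log2 change 1.91, standard error 0.19, adjusted p = 0.0380). *EDS5*, which exports salicylic acid from the chloroplast and was assigned by the match to S1 Table, rose 2.26-fold (adjusted p = 0.00372), and was chosen for mention after its value was seen. Of 3 measured genes of abscisic acid response, *LEA4-5* was lower, and 2 were lower when adjusted over the list alone. *COR47* had a log2 change of −0.46 (standard error 0.10, adjusted p = 0.161) and *COR15A* stayed at the floor. The list was lower by limma's camera with a preset correlation of 0.01 (adjusted p = 0.00178), but adjusted p = 0.0806 with an estimated correlation. Of 7 measured auxin response genes, none was higher and none lower (1 higher and 0 lower when adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05). *LBD16* had a log2 change of 0.46 (adjusted p = 0.119) and *GH3.5* of −0.39 (adjusted p = 0.333), and camera gave adjusted p = 0.965 for the list, with the direction up although its median was −0.05 and its mean −0.04. Outside the list, 3 S1 Table genes related to auxin, assigned by the match and chosen for mention after their values were seen, passed the adjusted p: *AIR1*, first found as induced by auxin in root cultures, rose 4.09-fold (adjusted p = 0.0112), *ILR1*, for a hydrolase of auxin conjugates, rose 2.60-fold (adjusted p = 0.0249), and AT2G24400, for a SAUR-like protein, had a fold change of −1.997 (adjusted p = 0.0347), just short of 2. The cytokinin response genes *ARR15* and *ARR16* stayed next to the floor, with adjusted p of 0.787 and 0.771. The gibberellin receptor genes *GID1A*, *GID1B* and *GID1C* had log2 changes of 0.28, 0.11 and 0.14, none past the adjusted p and 1 at an unadjusted p under 0.05. As a list, these 3 were higher by camera (adjusted p = 0.0488), but adjusted p = 0.184 with an estimated correlation. In the JA lists, no measured member of JA synthesis outside S1 Table passed the adjusted p. *OPCL1*, an enzyme that activates JA precursors, had a log2 change of 0.90 (standard error 0.12, adjusted p = 0.0667), *AIM1* of −0.02 and *DGL* stayed at the floor (camera adjusted p = 0.255, 1 of 3 higher when adjusted over the list alone and at an unadjusted p under 0.05). The shoot defence markers *PDF1.2a*, *PDF1.2b* and *THI2.1* were at the floor on all 6 arrays. Of the 12 JAZ genes none is named by the annotation, and the 5 assigned through S1 Table were higher. Of 507 list entries 86 were measured, so most members of these lists carry no value. The paper sets this class of transcripts beside a specific role of *NINJA* in repressing transcription factors of JA signalling in the root, a role it takes from earlier work.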

Several studies showed that the hormone ethylene (ET) does not affect root meristem cell division activity but strongly reduces cell elongation [37–39]. Thus, the root growth defect observed in *ninja* mutants could potentially arise from activated ET signalling. However, transcriptome analysis of *ninja* roots did not identify ET-responsive transcripts or markers for enhanced ET signalling, such as *ACETYL-COA CARBOXYLASE 2* (*ACC2*), *ETHYLENE RESPONSE SENSOR 1* or *MYB59* [40]. Instead, the abundance of up-regulated transcripts of genes involved in secondary metabolism is probably the consequence of activated JA signalling in *ninja* roots. Likewise, the up-regulation of *ILL6* that is involved in JA-Ile turnover [41, 42] is indicative of induced JA responses in *ninja* roots.

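Of 28 genes of ethylene synthesis and response, 2 were measured under their own name, and neither differed between the genotypes by more than the spread between replicates. *EIN3*, the main transcription factor of ethylene signalling, was 9.00 ± 0.08 (SD, n = 3) in WT and 9.07 ± 0.07 (SD, n = 3) in *ninja-1*, a log2 change of 0.07 (standard error 0.06, adjusted p = 0.750 from limma). *RTE1*, which acts with the ethylene receptor ETR1, was 6.90 ± 0.08 (SD, n = 3) and 6.91 ± 0.33 (SD, n = 3), a log2 change of 0.01 (standard error 0.19, adjusted p = 1). Neither had an unadjusted p under 0.05. Neither gene is among those named in the text as markers, and *ACC2*, *ERS1* and *MYB59* were not analysed here. With 2 measured members, the list was not tested as a set.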

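Beyond the thalianol and marneral genes, the transcripts of AT1G66800, AT5G38020, *GTR1*, *GTR2*, *IGMT1* and *NSP3* were higher in *ninja-1*. The largest of these rises were those of AT1G66800, for an alcohol dehydrogenase-like protein, at 18.2-fold (log2 change 4.19, standard error 0.26, adjusted p = 0.0114 from limma) and of the carboxyl methyltransferase gene AT5G38020, at 16.5-fold (log2 change 4.04, standard error 0.16, adjusted p = 0.00494). *GTR1*, a glucosinolate transporter gene, rose 2.03-fold (adjusted p = 0.0158) and its relative *GTR2* rose by 0.66 on the log2 scale (standard error 0.07, adjusted p = 0.0429), under 2-fold. *IGMT1*, for a methyltransferase of indole glucosinolates, rose 7.14-fold (adjusted p = 0.00150) and *NSP3*, which directs glucosinolate breakdown and whose probe set is not specific to 1 transcript, 3.05-fold (adjusted p = 0.0132); both were chosen for mention after their values were seen and were assigned by the match to S1 Table. By list, where only genes named by the annotation are counted and those assigned by the match (most triterpene genes and *IGMT1*) are not, 2 of 4 genes of aliphatic glucosinolate synthesis and transport were higher, both transporters (3 when adjusted over the list alone). *BCAT4*, which starts the chain elongation of methionine, had a log2 change of 2.10 (standard error 0.34, adjusted p = 0.103), and *AOP3* was next to the floor. The list was higher by camera (adjusted p = 1.18e-05), but adjusted p = 0.0806 with an estimated correlation. Of the 3 triterpene genes of the list that the annotation names, 2 were higher, as they were when adjusted over the list alone, and *LUP5* was at the floor (camera adjusted p = 1.97e-04, and adjusted p = 0.0806 with an estimated correlation). *UGT74B1*, the only gene of indole glucosinolate synthesis that the annotation names, had a log2 change of 0.40 (adjusted p = 0.101). *HCT* and *DFR* of phenylpropanoid and flavonoid synthesis and *PMK* and *MVD2* of mevalonate synthesis did not pass the adjusted p, with log2 changes of −0.02, 0, −0.09 and −0.05, and *MVD2* alone had an unadjusted p under 0.05. Called genes also lay side by side on the chromosomes. Among 55 genes called higher and named by the annotation, 6 pairs had no more than 2 measured genes between them, where random sets of genes of like expression gave 0.732 pairs on average (permutation p = 2e-04 over 10000 sets). *THAA1* and *THAA2* are 1 pair, AT5G38020 and the MATE efflux gene AT5G38030 another, and 5 pairs were left without the triterpene genes (permutation p = 8e-04). Both genes of most pairs belong to 1 family. These are *THAA1* and *THAA2*, the defensin-like genes AT2G43530 and AT2G43535, the alkaline-phosphatase-like genes AT4G29690 and AT4G29700, and the lipid recognition genes AT5G23830 and AT5G23840. The random sets were not matched for related genes that lie side by side. Markers of shoot photosynthesis moved with the genotype too, as a list whose 3 measured members had a median log2 change of 0.46 in *ninja-1* (camera adjusted p = 0.00576, and adjusted p = 0.0967 with an estimated correlation), though none of the 3 passed the adjusted p alone (2 higher when adjusted over the list alone, and 2 at an unadjusted p under 0.05).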

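*ILL6* (AT1G44350), an amidohydrolase that cleaves conjugates of JA with amino acids, was 5.84 ± 0.21 (SD, n = 3) in WT and 8.28 ± 0.09 (SD, n = 3) in *ninja-1*. This is a log2 change of 2.44 (standard error 0.13, adjusted p = 0.00835 from limma) or 5.42-fold. *CYP94B1*, an enzyme that oxidizes JA-Ile and was assigned by the match to S1 Table, rose 2.63-fold (adjusted p = 0.0480), and it was chosen for mention after its value was seen. Of 5 members of the list of JA turnover that the annotation names, *JOX2* was higher, and 3 were higher when adjusted over the list alone. Its relatives *JOX3* and *JOX4* had log2 changes of 1.44 (standard error 0.28, adjusted p = 0.132) and 1.10 (standard error 0.32, adjusted p = 0.273), with WT values near the floor, and *JOX1* was at the floor. The list as a whole was higher by camera (adjusted p = 2.97e-04), but adjusted p = 0.0806 with an estimated correlation.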

TF(s) freed from NINJA-dependent repression in *ninja* mutants are expected to activate JA-signalling and root growth responses. However, double mutants between *ninja* and T-DNA alleles of *WRKY38* and *bHLH025*, two TFs that we found were overexpressed in *ninja* roots, did not suppress *ninja* root phenotypes. This indicated that, at least alone, these TFs do not strongly regulate JA signalling and root length in *ninja*. It is likely that several TF(s) act redundantly leading to ectopic *JAZ10* accumulation and root length reduction. Nonetheless, *ninja myc2 myc3* triple and *ninja myc2 myc3 myc4* quadruple mutants revealed that the combined activity of MYC2 and MYC3 (but not, or less so, that of MYC4), contributes to transcribe approximately half of the *JAZ10* transcripts overexpressed in *ninja* roots. MYC3 and MYC4 were shown to have *cis*-element binding specificity similar to that of MYC2 and to act additively with MYC2 in JA-mediated restriction of root growth [19]. These three TFs can form homo- and heterodimers in vivo to regulate gene expression [19]. It is conceivable that MYC2 and MYC3 form hetero-dimers and are subjected to NINJA-dependent repression specifically in epidermal and endodermal cells of the elongation and maturation zones where they are co-expressed. MYC2 and MYC4 could also form a similar module in the outer layers of the columella and lateral root cap where their expression domains coincide, while it is unlikely that MYC3 and MYC4 operate in such manner because their promoter activities did not overlap in any cell type of the root apex. The TF expression patterns also correlate with the stronger contribution of MYC2 and MYC3 to *JAZ10* expression in *ninja* roots, and the lack of a detectable effect of MYC4. Since loss-of-function of all three TFs did not suppress the root growth phenotype of *ninja* mutants, it is possible that the remaining JA signalling levels of triple and quadruple mutants are sufficient to repress root growth or that de-repressed JA signalling is not the direct cause of root growth reduction in *ninja*.

### *myc2-322B* is a gain-of-function *MYC2* mutant

In addition to *ninja* [7], *myc2-322B* represents a second JA signalling mutant with increased *JAZ10* expression in the root that is associated with reduced root growth. However, the phenotypes of *ninja* and *myc2-322B* are different: while *JGP* reporter expression coincides with reduced cell elongation in the root differentiation zone of *ninja* mutants, *JGP* expression in *myc2-322B* correlates only with reduced cell elongation in the root differentiation zone but not with the reduced cell proliferation observed in the root division zone. JA-induced MYC2 inhibits cell proliferation in the root division zone by directly repressing the expression of *PLETHORA* (*PLT*) genes that mediate auxin regulation of stem cell niche maintenance in the root division zone [25]. Because the regulatory function of TFs may depend on the cell-type specific network of interactions, the transcriptional outputs of MYC2 might differ in different cell-types and root areas: repression of *PLT* genes in the root division zone without activating *JAZ10* transcription and *JAZ10* activation in the root differentiation zone leading to compromised cell elongation. The different growth phenotypes of the mutants indicate that individual elements of the JA signalling pathway affect organ growth in different manners.

Although MYC2^E165K^ is mutated in the transcriptional activation domain (TAD), it lost the ability to interact with JAZ repressors with the exception of JAZ1, as indicated by Y2H assays. This suggests that, in addition to the previously defined JAZ-interacting domain (JID) of MYC2 [13, 14], the destruction element (DE) within the TAD of MYC2 [31] might influence JAZ binding. Accordingly, JAZ1 was able to fully repress MYC2^E165K^ transcriptional activity in protoplast transient expression assays; while JAZ8/-9/-10 were able to only partly repress MYC2^E165K^ transcriptional activity, and JAZ4-6-12 did not show repressor capacity on MYC2^E165K^. The observed repressor activity of JAZ8/-9/-10 on MYC2^E165K^ in plant protoplasts is likely due to the ability of JAZ proteins to form hetero-dimers among each other [43]. Specifically, JAZ1 was shown to interact with JAZ8, JAZ9 and JAZ10 [44, 45], suggesting that the repressor activity of JAZ8/-9/-10 observed in transient expression assays may rely on hetero-dimerization with a tobacco JAZ1 orthologue and consequent binding to MYC2^E165K^. The results emphasize the diversity among JAZ proteins in interacting with MYC2 and with one another [43]. Similarly to MYC2^E165K^, a recently identified MYC2^D105N^ allele mutated in the JID of MYC2 causes impaired protein interactions with most JAZ repressors [30]. However, the transactivation potential of MYC2^D105N^ did not differ from WT MYC2 in inducing *pLOX3-fLUC* in tobacco protoplasts [30], while that of MYC2^E165K^ from the *myc2-322B* mutant was much greater than WT MYC2. Since the TAD of MYC2 is also necessary for MED25 binding [15, 16], it also remains possible that the MYC2^E165K^ -MED25 interaction is altered in *myc2-322B*, favouring a more efficient docking of the Mediator complex to recruit RNA polymerase II and initiate gene transcription.

An alternative scenario is provided by our finding that MYC2^E165K^ seems to accumulate at higher levels than WT MYC2 in basal conditions. It is possible that MYC2^E165K^ is translated more rapidly than WT MYC2, as we did not detect differences in *MYC2* transcript levels between WT and *myc2-322B*. If this was the case, JAZ repression might be relieved if a higher number of MYC2^E165K^ molecules outcompetes the available number of JAZ repressors. This supports the control of MYC2 levels within strict limits as a regulatory layer of JA signalling. Such a mechanism is responsible for the strong effects of shade and light signalling in JA-regulated responses [46].

Finally, at the reproductive stage, *myc2-322B* in the appropriate background (*ninja-1 myc2-322B aos* or *ninja-1 myc2-322B coi1-1*) revealed that it is possible to recapitulate archetype hormone response phenotypes (in this case male fertility) in the absence of the hormone (JA) or of its receptor (COI1). These results also imply a putative role of MYC2 in male fertility as we found that basal *MYC2* expression in flowers is *aos*-independent. Thus, the gain-of-function *myc2-322B* allele released from NINJA-dependent repression could induce the expression of *MYB21* and *MYB24*, while WT MYC2 was unable to do so.

*Myc2-322B* represents a novel allele that may find many uses, for example in amplifying JA responses after mild stimulation. Moreover, this mutant will be useful for dissecting JA signalling events in both the adult and reproductive phases. In fact, the mutant rendered rosette leaves hypersensitive to wounding, although it displayed decreased resistance to a chewing herbivore relative to the WT. It is possible that the herbivore susceptibility phenotype of *myc2-322B* is a consequence of increased MYC2^E165K^ repressor activity on some defense genes (e.g. *PDF1*.*2*) [23]. Increasing JA signalling may not always lead to enhanced defence against herbivores.

### Layers of root growth regulation by JA signalling

The constitutive *JAZ10* expression and root length phenotypes in *myc2-322B* were relatively mild due to NINJA-dependent and -independent repression mechanisms, particularly the direct recruitment of HDA6 by JAZ1 [36]. Indeed, removing NINJA-dependent repression from MYC2^E165K^ in *ninja myc2-322B* double mutants led to much stronger phenotypes: extended *JGP* reporter activity along the whole root, 200 fold higher-than-WT root *JAZ10* expression and root length and cellular phenotypes analogous to those of the WT treated with JA. NINJA-dependent repression mechanisms probably inhibit the basal activity of MYC TFs expressed in the root, explaining the lack of morphological phenotypes of *myc* KO mutants. This was further confirmed in heterozygous *myc2-322B*/+ mutants that showed no defects in *JGP* reporter activity or root length phenotypes in the presence of functional NINJA, but that displayed increased *JAZ10* levels and reduced growth in a *ninja* background. A synergistic effect on *JAZ10* expression was also observed in a double mutant between *ninja-1* and a gain-of-function allele of MYC3, *atr2D*. However, the *ninja-1 atr2D* morphological root phenotypes did not differ from those of *ninja*, indicating that this mutant version of MYC3 induces JA signalling without affecting root growth.

It is likely that the activity of MYC2 is tightly controlled by yet additional NINJA-independent repression mechanisms because, except in *coi1-1* backgrounds, all mutant combinations with *myc2-322B* were hypersensitive to JA in root growth assays. These findings imply that such repression mechanisms are still able to partly repress basal JA responses in the *ninja myc2-322B* double mutant to allow root growth, and that they rely on JAZ repressors, particularly JAZ1, which are readily degraded in the presence of JA [13, 14]. NINJA-dependent and -independent mechanisms, together with tight controls on MYC2 levels or activity, represent multiple regulatory levels adopted to repress JA responses and guarantee normal root development in the absence of JA. However, MYCs are present in precise cell types and parts of the root, ready to activate JA responses in the event of a JA stimulus. Such a multilayered organization of JA signalling repression mechanisms also explains the lack of a JA-hypersensitive phenotype in *ninja* mutants. The NINJA-dependent repression mechanism requires docking onto JAZ repressors, thus JAZ stability is epistatic to NINJA-dependent repression and lack of a functional NINJA protein cannot render the roots more sensitive than WT in JA-mediated root growth inhibition assays.

### Conclusion

The study of plant development is generally carried out in the absence of physical injury. However, damage to plant tissues through herbivory and environmental insult is common if not omnipresent in nature. Under these conditions, the JA pathway, which has a low activity in unstressed vegetative tissues, is stimulated and imposes its activity on cell division and elongation. The resulting growth restriction can strongly impact plant productivity and is therefore of both fundamental and agronomic importance. Taking roots as a model, and using the simplified scheme for canonical JA signalling shown in Fig 1, we show that it is possible to manipulate regulatory layers in the JA pathway such that cell division and cell elongation can be constrained differentially. This type of approach may lead to future strategies to alter organ growth and, potentially, uncouple it from defense responses that occur when JA signalling is initiated. Our results underline the importance of cell-specific expression of JA signalling components and this will help generate new hypotheses. For example, of the three MYC TFs analysed herein, only MYC2 has been shown to be JA-inducible [19], as well as being expressed in the epidermis in the division zone in the root meristem (Fig 2F). This raises the intriguing possibility of MYC2 decoding very mild and localized JA-derived signals, resulting perhaps from microarthropod attack or during root penetration of soil where MYC2-expressing cells could be mildly squeezed resulting in local and transient JA production [47]. Such scenarios remain to be tested and may be facilitated with the use of *myc2-322B*, which amplifies JA-mediated growth responses.

## Materials and Methods

### Plant material and growth conditions

*Arabidopsis thaliana* accession Columbia (Col) was the WT line as well as the genetic background of previously described mutants and transgenic lines used in this study: *aos* [48], *coi1-1* [22], *JGP*, *ninja-1*, *ninja-2 and ninja-3* [7], *Jas9-VENUS* [26] *myc2* (*jin1-2*) and *jin1-7* [23], *atr2D* [29] and *myc3*, *myc4*, *myc23*, *myc24*, *myc34*, *myc234* [19]. The *myc2-322B* mutant allele was identified in a forward genetic screen for ectopic expression of a secretable *JAZ10*_*pro*_ *-GUSPlus* ^*sec*^ (*JGP*) reporter and was identified with whole-genome sequencing of bulk segregants, as described [7]. For experiments with *myc2-322B*, the WT control was the *JGP* reporter line shown to have the same root length, basal and wound induced *JAZ10* expression as Col [7]. The T-DNA lines of *wrky38* (SAIL_749_B02) and *bhlh025* (SALK_080900) were obtained from the Nottingham Arabidopsis Stock Centre.

After seed stratification for 2 d at 4°C, plants were grown at 21°C under 100 μE m^-2^ s^-1^ of light with photoperiod depending on the application (seedlings: 14 h light, 10 h dark; soil-grown plants for herbivory assays: 10 h light, 14 h dark; soil-grown plants for crosses and phenotyping: 24 h light). For seedling growth, seeds were surfaced-sterilized and grown on half-strength Murashige and Skoog solid medium (0.5X MS, 0.5 g/L MES hydrate, pH 5.7) supplemented with 0.7% agar (for horizontally-grown seedlings sawn on 200 μm pore size nylon mesh) or 0.85% agar (for vertically-grown seedlings), as described previously [7].

### Plant treatments

For repetitive wounding, cotyledons of vertically grown seedlings were pierced with a micro-needle (36 gauge beveled needle) in aseptic conditions under a stereomicroscope. Wounding started in the morning (7–8 am) of the third day after transfer to the phytotron (3-do seedlings) and was repeated every 12 h on alternate cotyledons, for a total of 5 wounds per seedling.

Single cotyledon wounding of seedling, MeJA treatments, root phenotypic measurements (total length of primary root and cellular measurements), herbivory assays with *S*. *littoralis* were performed as described [7].

### Histochemical detection of GUS activity in the primary root

GUS staining and histology of horizontally- grown entire seedlings were performed as in [7]. For GUS staining and sectioning of the primary root, vertically grown 5-do seedlings were carefully transferred to GUS staining solution (50 mM sodium phosphate buffer pH 7.0, 0.1% Triton X-100, 3 mM K4Fe(CN)_6_, 3 mM K3Fe(CN)_6_, 0.5 mg/ml X-Gluc) and incubated at 37°C in the dark for 2–4 h. For imaging the primary root tip, the reaction was stopped by replacing the staining solution with 50 mM sodium phosphate buffer pH 7.0. Roots were then immediately mounted in freshly prepared chloral hydrate: glycerol: water solution (8:2:1). For cross-sections of GUSPlus reporter lines, the staining solution was replaced with 15% EtOH in water for 30 min, followed by 30 min incubation in 30% EtOH at RT. Seedling were then transferred to a 1% agarose support, bunches of 10–15 roots were closely aligned at the root tip and submerged with 1% warm agarose. Hardened agarose blocks containing the aligned roots were excised in ~0.4 cm^3^ cubes that were dehydrated through an ethanol series (30%, 50%, 70%, 90% and twice absolute) under agitation for 30 min each at 4°C. Samples were embedded in Technovit 7100 resin (Haslab GmbH, Ostermundigen, Switzerland) according to the manufacturer’s instructions. Briefly, samples were vacuum infiltrated with infiltration solution: absolute EtOH (1: 1) for 2 h and with infiltration solution for 3 h. Finally, samples were hardened with embedding solution and hardened agarose blocks were aligned at the root tip, arranged in sectioning moulds and covered with additional embedding solution under anaerobic conditions. Samples were sectioned on a Leica RM2255 microtome using disposable Leica TC-65 blades into 6 μm sections and visualized with an upright Leica DM5500 microscope fitted with a DFC420 camera.

### Gene expression analyses

For qRT-PCR experiments of *JAZ10*, *MYC2*, *SUR1*, *VSP2* and *LOX2* 5-do seedlings were grown horizontally, separated in shoots and roots or kept intact and collected for basal and 1 h after cotyledon wounding expression analysis. For *PCNA1* and *CYCB1;1* expression, root samples were collected from 5-do vertically grown seedling subjected to repetitive cotyledon wounding. To determine the expression levels of *MYB21* and *MYB24*, stage 12 flowers (largest closed buds) from plants grown in continuous light were separated from the rest of the inflorescence and frozen in liquid N_2_. Each biological replica consisted of equivalent flower buds from 3–4 inflorescences of the same plant. For genotypes in which flower maturation was impaired (*aos*, *aos ninja-1*) or delayed (*aos myc2-322B ninja-1*), equivalent stage flowers were identified according to their position in the inflorescence stem. RNA and cDNA were prepared as in [49]. Quantitative RT-PCR was performed as described [50]. Primers for qRT-PCR have been previously reported: *JAZ10* (At5g13220) and *UBC21* (At5g25760) in [49], *SUR1* (At2g20610) in [51], *LOX2* (At3g45140) in [52], and *VSP2* (At5g24770) in [7]. To quantify other transcripts the following primers were used: *MYB21* (At3g27810, ggggaaacaggtggtcgaaa and tgcttgcagcttgatcgttg); *MYB24* (At5g40350, tctcgccaaatctgcaggac and ccacctatttccccattttgcat); *PCNA1* (At1g07370, tgggttacattcgttactac and atacaaaggaatctcacca), *CYCB1;1* (At4g37490, ccggaactgaatctgcttagg and gcgactcattagacttgttca) and *MYC2* (At1g32640, gtgcgggattagctggtaaa and atgcatcccaaacactcctc). RT-PCR in S9 Fig was performed with GoTaq DNA polymerase (Promega) on 5-do WT and T-DNA lines as indicated by the manufacturer, with the following primer pairs: for *WRKY38* cggtgcaagctatccgttat and ctttcactgccagatgacga, for *bHLH025* cgaccaacaatgatccctct and tgaaattcgacaaagcagacc.

For microarray analysis, seedlings were grown horizontally in aseptic conditions as indicated above. Total RNA was extracted from 5-do roots and purified with RNeasy Plant Mini Kit (Qiagen). Three biological replicates, each consisting of 120 roots, were performed per genotype. RNA quality was analysed with the Agilent 2100 Bioanalyzer (Agilent). RNA amplification and hybridization on Affymetrix ATH1 arrays were performed as described [53]. Microarray data analysis was performed in R. Raw data was normalized using GCRMA algorithm [54] to reduce variability between samples. Comparisons were performed on normalized data using a linear model [55]. Differentially expressed genes were identified using both a p-value cut-off, set to 0.05 after adjustment for false discovery rate [56], and fold change set to 2.

### Genotyping

Genotyping of T-DNA insertion lines was performed with the following oligonucleotides: tcttgtccggcaataaaaatg and aattaagtgagccgcgtactg for the WRKY38 WT allele (1.1 kb); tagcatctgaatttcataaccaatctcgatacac and aattaagtgagccgcgtactg for the *wrky38* T-DNA allele (600 bp); tagcgagatctttggttggtg and gctgttgcctctgaaaatctg for the bHLH025 WT allele (1.2 kb); attttgccgatttcggaac and gctgttgcctctgaaaatctg for the *bhlh025* T-DNA allele (700 bp). For selection of multiple mutant combinations from segregating populations *ninja-1* was amplified with ggaggatgagtcacggaaag and gggagctggactggtgagta primers and digested with *AciI* (WT = 359, 142 bp; mutant = 501 bp); *ninja-2* was amplified with tggtggttcttcttccaacc and gcaacaggttgtttgccttc primers and digested with *Hpy188I* (WT = 284, 209 bp; mutant = 284, 108, 101 bp); *ninja-3* was amplified with caacgggagacaacagcaac and tggcttgagagtttgatccg primers and digested with *TspRI* (WT = 302, 132, 2 bp; mutant = 436 bp); *myc2-322B* was amplified with gtcatcgaaaccaagaaaaacgatt and gagacggagatcgagttcgc primers and digested with *HinfI* (WT = 143, 25 bp; mutant = 168 bp); *atr2D* was amplified with caccacaacaaccacctcag and tgaagcagagaggcagagaag and digested with *BccI* (WT = 269, 162 bp; mutant = 431 bp).

### Transgenic lines

Promoters were amplified from WT genomic DNA with indicated oligonucleotides for *NINJA* (cggggtaccaatgctcatcctctgctgct and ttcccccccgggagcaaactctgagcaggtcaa, 2.7 kb), *MYC2* (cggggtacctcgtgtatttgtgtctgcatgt and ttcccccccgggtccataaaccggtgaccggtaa, 2.1 kb), *MYC3* (cggggtaccgcaaagaggatcgcttgaaa and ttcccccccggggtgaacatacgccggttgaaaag, 2 kb) and *MYC4* (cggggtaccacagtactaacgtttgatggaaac and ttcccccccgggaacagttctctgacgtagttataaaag, 1.5 kb) and cloned by restriction with *XmaI* and *KpnI* into a modified pUC57 [50] to create pEN-L4-promoter-R1 clones. Underlined sequences represent *XmaI* and *KpnI* sites. For promoter fusions, pEN-L4-promoter-R1- plasmids were recombined using the Gateway Cloning Technology with either pEN-L1-*GUSPlus*-L2 (non-secretable) or pEN-L1-*NLS3xVENUS*-L2 plasmids into pEDO097pFR7m24GW [50] to obtain pDEST-B4-promoter-B1-*GUSPlus*-B2 or pDEST-B4-promoter-B1-*NLS3xVENUS*-B2 clones. Coding DNA sequences (CDS) of *NINJA* (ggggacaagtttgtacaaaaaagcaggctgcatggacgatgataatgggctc and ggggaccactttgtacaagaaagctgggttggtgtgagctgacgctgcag), *MYC2* and *MYC2* ^*E165K*^ (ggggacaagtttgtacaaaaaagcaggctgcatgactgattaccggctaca and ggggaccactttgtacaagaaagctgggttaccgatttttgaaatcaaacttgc), *MYC3* (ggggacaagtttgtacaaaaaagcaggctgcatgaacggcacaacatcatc and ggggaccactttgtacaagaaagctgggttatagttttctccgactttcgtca), *MYC4* (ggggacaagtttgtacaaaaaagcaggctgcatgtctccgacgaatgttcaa and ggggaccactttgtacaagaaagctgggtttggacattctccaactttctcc) were amplified with oligonucleotides specified in parenthesis containing the appropriate *att* sites (underlined). CDSs of *NINJA* were amplified from WT cDNA, of *MYC2* ^*E165K*^ from *myc2-322B* genomic DNA, and of *MYC2*, *MYC3* and *MYC4* from WT genomic DNA. Amplification products were recombined into pDONR221 (Invitrogen) to produce pEN-L1-gene-L2 clones. To generate protein fusions under the control of endogenous promoters, pEN-L4-promoter-R1- plasmids were recombined with pEN-L1-CDS-L2 and pEN-R2-*CITRINE*-L3 plasmids into pB7m34gw by Multisite Gateway Technology to obtain pDEST-B4-promoter-B1-CDS-B2-*CITRINE*-B3 clones. All constructs were introduced into *Arabidopsis* backgrounds by floral dip Agrobacterium-mediated transformation. For promoter fusions, transformed seeds expressing red fluorescence protein in T_1_, T_2_ and T_3_ lines were selected by fluorescence microscopy, whereas for protein fusions, lines were selected on media containing DL-Phosphinothricin 40 μg/ml (Duchefa Biochemie B.V., Haarlem, The Netherlands). A minimum of two independent transgenic lines were used for each construct to perform experiments and verify reproducibility.

### Confocal microscopy

Confocal laser scanning microscopy was performed on a Zeiss LSM 700 confocal microscope with vertically grown 5-do seedlings. Roots were mounted in 0.5X MS with or without 30 μg/ml propidium iodide (Sigma). Excitation and detection windows were set as follows: VENUS 488 nm (dye EYFP), 490–555 nm (BP 490–555 filter); CITRINE 488 nm (dye Citr), 490–555 nm (BP 490–555 filter); propidium iodide 555 nm (dye PI), 615–700 nm (LP 615 filter). All images shown within one experiment were taken with identical settings. Image processing was done with FIJI (http://fiji.sc/Fiji).

### Transient expression assay in *Nicotiana tabacum* protoplasts

Transient expression assays were performed as described [57, 58]. Protoplasts were prepared from a Bright Yellow-2 tobacco cell culture and co-transfected with a reporter plasmid containing the firefly luciferase (*fLUC*) reporter gene driven by the *LOX3* promoter [59], a normalization construct expressing *Renilla* luciferase (rLUC) under control of the *35S* promoter [57] and effector constructs. Effector constructs were made by Gateway cloning of MYC2, MYC2^E165K^, JAZ1, JAZ4, JAZ6, JAZ8, JAZ9, JAZ10 and JAZ12 into the destination vector p2GW7 under control of the *35S* promoter. The p2GW7-GUS effector plasmid was used as mock [10]. For each transfection, 2 μg of each plasmid was used. After transfection, protoplasts were incubated overnight and then lysed; fLUC and rLUC activities were determined with the Dual-Luciferase reporter assay system (Promega). Variations in transfection efficiency and technical error were corrected by normalization of fLUC by rLUC activities. All transactivation assays were conducted in an automated experimental set-up with 8 biological replicates for each effector combination.

### Yeast two-hybrid analysis

Y2H analysis was performed as described [60]. Bait and prey were fused to the GAL4-AD or GAL4-BD via cloning into pGAL424gate or pGBT9gate (PSB, Ghent), respectively. The *Saccharomyces cerevisiae* PJ69-4A yeast strain [61] was co-transformed with bait and prey using the polyethylene glycol (PEG)/lithium acetate method. Transformants were selected on Synthetic Defined (SD) media lacking Leu and Trp (-2) (Clontech). Three individual colonies were grown overnight in liquid cultures (-2) at 30°C and 10-fold or 100-fold dilutions were dropped on control media (-2) and selective media lacking Leu, Trp and His (-3) (Clontech).

### Data access

Microarray data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE65840.

## Supporting Information

S1 Fig Schematic representation of a 5-do *Arabidopsis thaliana* primary root apex (half of a longitudinal section is shown). Arrowhead marks the end of the division zone and beginning of the elongation zone as depicted by the increase in cortex cell length; asterisks indicate the formation of lignified thickenings in the metaxylem and presence of root hairs in the epidermis marking the beginning of the maturation (differentiation) zone.
(PDF)

S2 Fig *Jas9-VENUS* reporter in the root meristem of 5-do WT seedlings grown in control conditions or subjected to repetitive cotyledon wounding. Samples were imaged 35 min after the last (5^th^) wound and represent merged overlays of the fluorescent (yellow) and the bright-field images. Scale bars = 100 μm.
(PDF)

S3 Fig *NINJA*_*pro*_ *-GUSPlus*, *MYC2*_*pro*_ *-GUSPlus*, *MYC3*_*pro*_ *-GUSPlus* and *MYC4*_*pro*_ *-GUSPlus* expression patterns determined by GUS staining in primary root meristems of 5-do WT seedlings. Weak GUS staining in cross-sections of *MYC2*_*pro*_ *-GUSPlus* is due to vacuolarization of maturing cells. Scale bars: entire seedlings = 0.5 mm; root meristems = 50 μm.
(PDF)

S4 Fig *NINJA*_*pro*_ *-NINJA-CITRINE*, *MYC2*_*pro*_ *-MYC2-CITRINE*, *MYC3*_*pro*_ *-MYC3-CITRINE* and *MYC4*_*pro*_ *-MYC4-CITRINE* expression patterns in primary root meristems of 5-do seedlings. Confocal microscopy images representing protein fusion expression patterns of the indicated fluorescent reporters (yellow) in 5-do roots stained with propidium iodide (red). Scale bar = 100 μm. Protein fusion functionalities for *NINJA*_*pro*_ *-NINJA-CITRINE*, *MYC2*_*pro*_ *-MYC2-CITRINE*, *MYC3*_*pro*_ *-MYC3-CITRINE* and *MYC4*_*pro*_ *-MYC4-CITRINE* are shown in S5 Fig.
(PDF)

S5 Fig Functionality assays of *NINJA*_*pro*_ *-NINJA-CITRINE*, *MYC2*_*pro*_ *-MYC2-CITRINE*, *MYC3*_*pro*_ *-MYC3-CITRINE and MYC4*_*pro*_ *-MYC4-CITRINE* constructs. (A) Root length of 8-do WT, *ninja-1* and three independent lines of *ninja-1* rescued with a *NINJA*_*pro*_ *-NINJA-CITRINE* transgene (42–3, 42–4, 42–11). Data shown are means (± SD) from 11–20 plants. Note the rescue of the *ninja-1* short root phenotype in the transgenic lines. (B) Root length of 7-do WT, *jin1-7* and two independent lines of *jin1-7* transformed with a *MYC2*_*pro*_ *-MYC2-CITRINE* construct (24–7, 24–11) grown on MS media supplemented with 25μM MeJA. Data shown are means (± SD) from 15–24 plants. Note the rescue of *jin1-7* root insensitivity to MeJA in the transgenic lines. (C) qRT-PCR of basal *SUR1* expression in 5-do seedlings of WT, *myc3*, two independent lines of *myc3* transformed with *MYC3*_*pro*_ *-MYC3-CITRINE* construct (44–4, 44–6), *myc4* and three independent lines of *myc4* transformed with *MYC4*_*pro*_ *-MYC4-CITRINE* construct (46–2, 46–7, 46–9). Transcript levels were normalized to those of *UBC21*. Bars represent the means of three biological replicates (±SD), each containing a pool of ~30 seedlings. Note the restoration of *SUR1* transcripts to WT levels in the transgenic lines.
(PDF)

S6 Fig Expression patterns of *NINJA*_*pro*_ *-NLS3xVENUS*, *MYC2*_*pro*_ *-NLS3xVENUS*, *MYC3*_*pro*_ *-NLS3xVENUS* and *MYC4*_*pro*_ *-NLS3xVENUS* florescent reporters in 5-do primary roots of *aos*. Images represent merged overlays of the fluorescent (yellow) and propidium iodide (red) stained roots. Scale bar = 50 m.
(PDF)

S7 Fig Root length of 7-do seedlings of *ninja-1 coi1-1* double mutants grown in control conditions or in the presence of 25 μM MeJA. Data shown are means (± SD) from 30–48 plants. Letters indicate statistically significant differences between pairs as determined by Tukey’s HSD test (P < 0.001).
(PDF)

S8 Fig qRT-PCR of *JAZ10* expression in roots of 5-do *ninja myc* mutant combinations 1 h after wounding one cotyledon. Genotypes are as follows: *ninja-1* (*n-1*), *ninja-2* (*n-2*), *myc2* (*m2*), *myc3* (*m3*), *myc4* (*m4*), *ninja-1 myc2* (*n-1 m2*), *ninja-1 myc3* (*n-1 m3*), *ninja-1 myc4* (*n-1 m4*), *myc2 myc3* (*m23*), *myc2 myc4* (*m24*), *myc3 myc4* (*m34*), *ninja-1 myc2 myc3* (*n-1 m23*), *ninja-1 myc2 myc4* (*n-1 m24*), *ninja-1 myc3 myc4* (*n-1 m34*), *myc2 myc3 myc4* (*m234*), *ninja-1 myc2 myc3 myc4* (*n-1 m234*), and *ninja-2 myc2 myc3 myc4* (*n-2 m234*). *JAZ10* transcript levels were normalized to those of *UBC21* and displayed relative to the expression of wounded WT controls that are set to 1 and indicated with a dashed line. Bars represent the means of three biological replicates (±SD), each containing a pool of ~60 roots. Complete qRT-PCR data are in S1 File.
(PDF)

S9 Fig *ninja* phenotypes are not suppressed in double mutants with T-DNA lines of up-regulated TFs found in the root transcriptome of *ninja-1*. (A) RT-PCR of full-length transcripts in WT and T-DNA lines of *wrky38* (SAIL_749_B02) and *bhlh025* (SALK_080900). The *UBC21* transcript (At5g25760) was used as the internal control. Note that the SALK_080900 T-DNA line is a promoter insertion that results in a hypomorphic allele with reduced *bHLH025* transcript level. (B) Root length in 7-do seedlings of the indicated genotype. Data shown are means (± SD) from 14–43 plants. Letters indicate statistically significant differences between pairs as determined by Tukey’s HSD test (P < 0.001). (C-D) qRT-PCR of basal *JAZ10* expression in indicated genotypes. *JAZ10* transcript levels were normalized to those of *UBC21* and displayed relative to the expression of unwounded WT controls (dashed lines), which are set to 1. Bars represent the means of three biological replicates (±SD), each containing a pool of organs from ~60 seedlings.
(PDF)

S10 Fig *myc2-322B* inheritance. Root details from GUS stained 5-do seedlings in uniform *JGP* backgrounds. The F_1_ progeny (*myc2-322B*/+) of a cross between *myc2-322* and the WT *JGP* line does not show ectopic *JGP* activity, whereas the F_1_ progeny (*myc2-322B*/-) between *myc2-322B* and a *myc2* null mutant (*jin1-2*) displays constitutive *JGP* activity, similar to that of *myc2-322B*.
(PDF)

S11 Fig qRT-PCR of *JAZ10* expression basally and 1 h after wounding aerial organs of 5-do *myc2-322B* lines. Abbreviations are as follows: *m2*-*322B* is *myc2-322B*, *n-1* is *ninja-1*, *n-2* is *ninja-2*. *JAZ10* transcript levels were normalized to those of *UBC21* and displayed relative to the expression of unwounded or wounded WT controls set to 1 (dashed lines). Bars represent the means of three biological replicates (±SD), each containing a pool of organs from ~60 seedlings. Complete qRT-PCR data are in S1 File.
(PDF)

S12 Fig *JGP* expression in 5-do seedlings and primary root meristem of *ninja-1 myc2-322B/+*. Note the weaker GUS staining in the *ninja-1 myc2-322B/+* heterozygous mutant compared to the *ninja-1 myc2-322B* double mutant in Fig 4C.
(PDF)

S13 Fig qRT-PCR of basal and 1 h after cotyledon wounding *JAZ10* expression in aerial and root organs of 5-do seedlings of mutant combinations with *atr2D*. Indicated genotypes: *m2 322B* is *myc2-322B*, *n-1* is *ninja-1*. *JAZ10* transcript levels were normalized to those of *UBC21* and displayed relative to the expression in the unwounded or wounded WT controls set to 1 (dashed lines). Bars represent the means of three biological replicates (±SD), each containing a pool of organs from ~60 seedlings. Complete qRT-PCR data are in S1 File.
(PDF)

S14 Fig Root length of 7-do seedlings of mutant combinations with *atr2D* grown in control conditions or in the presence of 25 μM MeJA. *m2-322B* refers to *myc2-322B* and *n-1* to *ninja-1*. Data shown are means (± SD) from 27–52 plants. Letters indicate statistically significant differences between pairs as determined by Tukey’s HSD test (P < 0.001).
(PDF)

S15 Fig Functionality of the MYC2^E165K^-CITRINE fusion protein. Root length of 7-do WT, *jin1-7*, *myc2-322B* and two independent lines of *jin1-7* transformed with a *MYC2*_*pro*_ *-MYC2* ^*E165K*^ *-CITRINE* construct (25–5, 25–8) grown on MS media supplemented with 25μM MeJA. Note the JA hypersensitive phenotype in the *jin1-7* transformed lines (for explanations, refer to Fig 6). Data shown are means (± SD) from 13–27 plants.
(PDF)

S16 Fig qRT-PCR of basal and 1 h after wounding one cotyledon *MYC2* expression in 5-do roots of WT and *myc2-322B*. Transcript levels were normalized to those of *UBC21* and displayed relative to the expression in the unwounded WT control. Bars represent the means of three biological replicates (±SD), each containing a pool of ~60 roots.
(PDF)

S17 Fig MYC2-CITRINE and MYC2^E165K^-CITRINE are degraded similarly following cycloheximide (CHX) treatment. 5-do *jin1-7* seedlings transformed with either *MYC2*_*pro*_ *-MYC2-CITRINE* or *MYC2*_*pro*_ *-MYC2* ^*E165K*^ *-CITRINE* were treated with 100 μM CHX for the indicated times, after which primary roots were stained with propidium iodide (red) and examined by confocal microscopy. Details of the vascular tissues in the elongation zone where the florescent (green) signal was more intense are shown. The experiment was repeated three times with two independent lines for each reporter. Scale bar = 50 μm. Note: because the expression of chimeric proteins is under the control of *MYC2* endogenous promoter, their expression level was too low to be detected in Western blots from 5-do seedlings. Moreover, although we analyzed 24 independent T_2_ lines, we failed to recover transgenic lines overexpressing MYC2^E165K^ protein under the *UBIQUITIN 10* promoter (At4g05320), suggesting that this protein version may be harmful to plants if expressed constitutively.
(PDF)

S18 Fig qRT-PCR of basal and 1 h after wounding one cotyledon *LOX2* expression in 5-do WT and *myc2-322B* entire seedlings. Transcript levels were normalized to those of *UBC21* and displayed relative to the expression in the unwounded WT control. Bars represent the means of three biological replicates (±SD), each containing a pool of ~40 seedlings.
(PDF)

S19 Fig Transactivation of the *LOX3* promoter by transient expression of MYC2 or MYC2^E165K^ in the presence or absence of JAZ6, JAZ8, JAZ9 and JAZ12 repressors. Tobacco protoplasts were transfected with a *LOX3*_*pro*_ *-fLUC* (LOX3p) reporter construct, a *35S*_*pro*_ *-MYC2* (M2) or *35S*_*pro*_ *-MYC2* ^*E165K*^ (M2^E165K^) effector constructs in the presence or absence of a *35S*_*pro*_ *-JAZ6* (JAZ6), *35S*_*pro*_ *-JAZ8* (JAZ8), *35S*_*pro*_ *-JAZ9* (JAZ9) or *35S*_*pro*_ *-JAZ12* (JAZ12) construct, and a *35S*_*pro*_ *-rLUC* normalization construct. The *35S*_*pro*_ *-GUS* (GUS) was used as control. Bars represent the means of 8 biological replicates (±SE) of normalized fLUC:rLUC activities.
(PDF)

S20 Fig WT MYC2 and MYC2^E165K^ interactions with 12 JAZ proteins in Yeast two-hybrid assays. Yeast cells co-transformed with prey (MYC2 or MYC2^E165K^) and baits (JAZ1-12) were selected and grown on synthetic defined media lacking Leu and Trp (-2) as transformation control and on selective media lacking Leu, Trp and His (-3) to test protein interactions.
(PDF)

S21 Fig Fertility phenotypes of mutant combinations with *myc2-322B*. Main inflorescences from 5 week-old plants of indicated genotypes. Note the lack of sterility in the *ninja-1 myc2-322B coi1-1* triple mutant.
(PDF)

S22 Fig qRT-PCR of *MYC2*, *MYB21 and MYB24* expression in floral organs of mutant combinations with *myc2-322B*. Transcript levels were normalized to those of *UBC21* and displayed relative to the expression in the WT controls. Bars represent the means of three biological replicates (±SD), each consisting of equivalent stage 12 flower buds from 3–4 inflorescences of the same plant.
(PDF)

S23 Fig Rosette phenotypes of mutant combinations with *myc2-322B*. Plants were grown in continuous days for 4 weeks. Scale (diameter of each pot) = 7cm.
(PDF)

S24 Fig *myc2-322B* is hypersensitive to repetitive wounding in adult rosettes. Rosette phenotypes of WT and *myc2-322B* plants grown in short days for 5 weeks. At the age of two weeks, plants were wounded 5 times on different leaves at 3-d intervals or gently touched on the same leaf (Mock). Leaves were treated in the following order: leaf 2 (L2), L4, L5, L6 and L8. Numbers below plants indicate rosette mean fresh weight ± SD, n = 6.
(PDF)

S25 Fig Box plot summary of *S*. *littoralis* larval weights after feeding for 10 d on adult *myc2-322B* plants. Medians and means are represented inside the boxes by solid and dotted lines respectively. Circles depict outlier data points beyond ±1.5X the interquartile range defined by the whiskers; numbers indicate n. Letters indicate statistically significant differences between pairs as determined by Tukey’s HSD test.
(PDF)

S1 Table Differentially expressed genes between 5-do *ninja-1* and WT roots.

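S1 Table sorts the called genes by function and gives for each a fold change, negative where the transcript was lower in *ninja-1*, and an adjusted p. The copy used here holds 124 genes, 112 higher and 12 lower. The annotation names a probe set for 59 of them, and all 59 were called in the direction of the table. Their fold changes computed here differed from the table's by a factor of 1.01 at the median and 1.02 at most. Of the other 65 genes, 52 were assigned by the match and 13 were left without a value, 8 of these on a called probe set that the annotation gives to several genes. Among the 12 named genes with the largest rises are several of other functions. AT4G22610, for a lipid-transfer protein, rose 33.9-fold (log2 change 5.08, standard error 0.21, adjusted p = 0.00581 from limma). AT3G59710, for a short-chain dehydrogenase-like protein, rose 21.5-fold (adjusted p = 0.00632). AT5G23840, for a protein with a lipid recognition domain, rose 12.7-fold (adjusted p = 0.00949) and the oxygenase gene AT1G14120 rose 10.0-fold (adjusted p = 0.0110). AT1G03410, another oxygenase gene, is read by 2 probe sets. The dimmer rose 12.8-fold (adjusted p = 0.00159), a size made uncertain by a WT value near the floor (2.86). The brighter had a 1.12-fold change (adjusted p = 0.364).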

S1 File qPCR raw data.

# Supplementary material for: Multilayered Organization of Jasmonate Signalling in the Regulation of Root Growth
**Source:** PLoS Genet. 2015 Jun 12;11(6):e1005300. doi: 10.1371/journal.pgen.1005300

NINJA_{pro}-NLS3xVENUS in aos

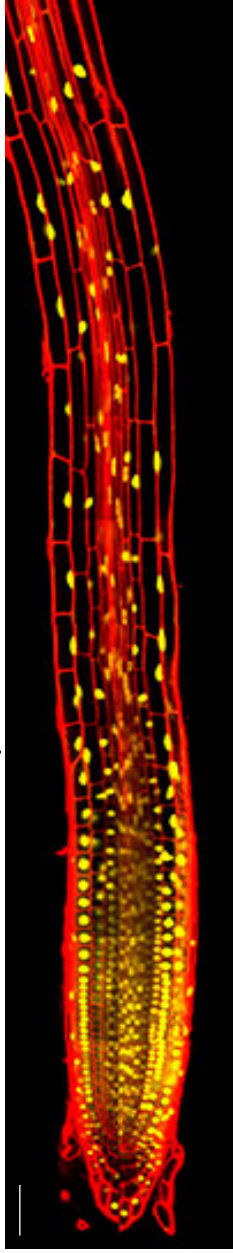

MYC2_{pro}-NLS3xVENUS in aos

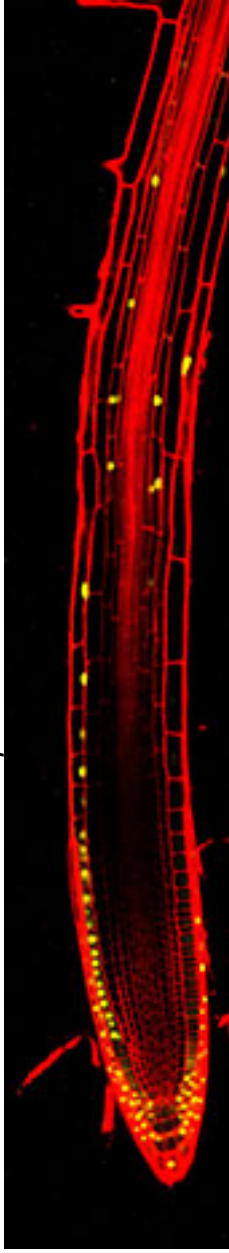

MYC3_{pro}-NLS3xVENUS in aos

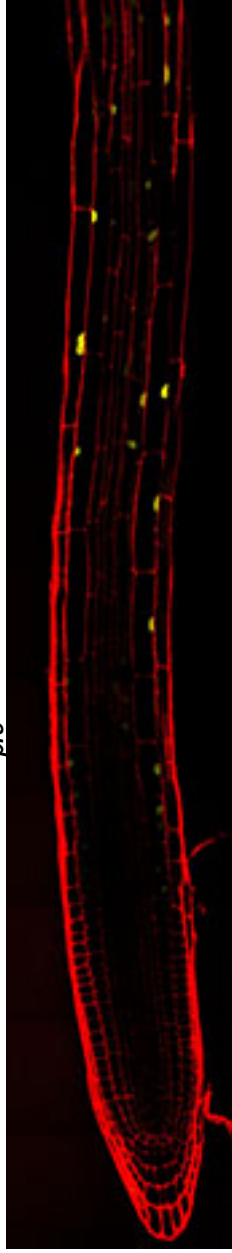

MYC4_{pro}-NLS3xVENUS in aos

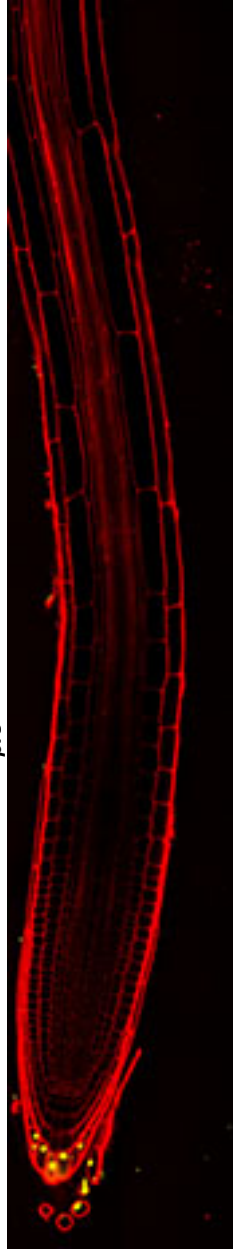

**Supplement:** S6 Fig — Images represent merged overlays of the fluorescent (yellow) and propidium iodide (red) stained roots. Scale bar = 50 m.

How the deposited data were processed for this re-analysis (not part of the article)

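Transcript levels in whole roots of 5-do seedlings were compared between WT and *ninja-1*, with 3 biological replicates of 120 roots per genotype and 1 Affymetrix ATH1 array per replicate. These 6 arrays are the whole series. The values used are log2 values made by the authors with the GCRMA algorithm in R, as deposited: the background was corrected by probe sequence, the arrays were quantile normalized and the probes of each set were summarized. No version of GCRMA is named in the submitters' processing notes or in the paper's text. That the values are on the log2 scale was checked from their range, 2.11 to 15.1, and from quartiles that differ by less than 0.1 between arrays. No further normalization was applied.

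Genotypes were taken from the sample labels, and the allele from the paper. The 64 control probe sets were left out and the other 22746 were tested without a filter on low values. The main comparison was fitted in limma 3.58.1 under R 4.3.3 with lmFit and eBayes (default prior, 1 term for genotype) and is two-sided, with the Benjamini-Hochberg adjustment over all probe sets tested. Every adjusted p for a single gene comes from this fit unless another is named. Probe sets with an adjusted p under 0.05 and at least a 2-fold change were called, as the paper's methods state. The replicate numbers are shared by both genotypes in the labels, but no pairing is described, so the main comparison has no block. Data were also simulated on these arrays, with independent noise, no floor and changes given only to probe sets with a WT mean above 4. Of these, 34 of 50 given a log2 change of 1, 44 of 50 given 1.5 and all 50 given 2 passed the adjusted p, with 11 of 22546 unchanged ones. The rates do not cover changes in dimmer probe sets and leave out the 2-fold threshold.

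Probe sets were named through the array annotation and a RefSeq gene table (TAIR10.1), which together give a single gene for 13436 probe sets. S1 Table genes without such a probe set were assigned by a match of fold change (within 0.06 plus 0.5%) and adjusted p (within 6e-04) to the table, where exactly 1 probe set matched, and 13 genes of the table were left unnamed. The tolerance of the match was chosen after the values had been seen. No value is given for 13 of 45 genes looked up by name, most of them named in the paper, because neither route names their probe set. Among the 13 are *MYC2*, *JAZ3*, *LOX6*, *ACC2*, *ERS1* and *MYB59*. No genome coordinates are given, because the array's values name no genome build.

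The genes named in the text were chosen by a rule with 3 parts: the genes the paper names with the array, the genes of S1 Table under JA signalling, transcription factors and triterpenes and those it marks as shared with rosettes; the 12 called and separated genes with the largest change in each direction (10 for the decreases, since no more had a single name); and in each gene list the 4 members with the smallest p and, where no more than 6 members passed the adjusted p, all of these. Most exceptions are marked where they are named. The rule, the 29 gene lists, the settings of the main comparison and the alternatives were fixed before the data were examined, but after S1 Table had been read. Each list holds 1 probe set per gene, the brightest that the annotation gives a single name, and leaves out genes assigned by the match. Lists with at least 3 measured members (16 of 29) were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, and with fry, and adjusted over the lists. Camera called 7 lists with the preset correlation, 6 higher and 1 lower, 1 of them (ER body and PYK10 complex) also with the estimated correlation. Fry, which tests whether the genes of a list move 1 way and does not compare them with other genes, called 8. Neighbouring called genes were counted in the order of their AGI codes against 10000 random gene sets matched on mean value in 10 bins, and no pair shares a probe set.

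Alternatives covered eBayes with trend and robust settings, the per-gene test without moderation, 2 filters on dim probe sets, median centring, quantile normalization, 1 probe set per gene, the removal of probe sets that bind several transcripts, a replicate block, array weights, fold changes from linear means, a test against a 1.2-fold change and leaving out each array in turn. Chosen after the data had been seen were the filter combined with trend and robust settings, fold changes rounded to 2 decimals and lists without S1 Table genes. The number of arrays per genotype limits the precision.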

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

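The test of ER body genes against probe sets of like brightness was chosen after the results had been seen. *PYK10*, the main β-glucosidase of ER bodies in roots, rose by 0.30 on the log2 scale in *ninja-1* (standard error 0.02, adjusted p = 0.00838), *NAI2*, which ER bodies need to form, by 0.66 (standard error 0.06, adjusted p = 0.0285) and the glucosinolate transporter gene *GTR2* by 0.66 (standard error 0.07, adjusted p = 0.0429). They stand out because they passed the adjusted p in the gene lists although the paper does not report them. The lists were fixed before the data were examined, but after S1 Table, made from these arrays, had been read. Each change is under 2-fold, as in 145 probe sets past the adjusted p, 78 of them named by the annotation. The paper's fold threshold leaves such changes out. In each of the genes the 3 arrays of *ninja-1* lie above the 3 of WT.

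*NAI2* and *PYK10* belong to the list of the ER body and PYK10 complex, whose jacalin-related lectins bind that enzyme. Of its 6 genes named by the annotation 4 were higher (6 when adjusted over the list alone), with a median log2 change of 0.68 (camera adjusted p = 1.24e-13, and adjusted p = 0.0384 with an estimated correlation). *JAL22* rose by 2.69 (adjusted p = 0.00361) and *JAL33* by 1.08 (adjusted p = 0.00849), both of S1 Table, as did *MEB1* by 1.07 (adjusted p = 0.0188), assigned by the match and not counted. The other measured members, *NAI1* and *JAL35*, are outside the rule for named genes and are given to complete the list. They had log2 changes of 0.70 (adjusted p = 0.0956) and 0.47 (adjusted p = 0.0966). Without the S1 Table genes, 2 of 4 were higher (camera adjusted p = 6.09e-08, and adjusted p = 0.137 with an estimated correlation).

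A shift of all bright probe sets would leave the ER body genes in the middle of probe sets as bright as they are. Of the 500 probe sets nearest in brightness to each gene, 0.2% (*JAL22*) to 3.2% (*PYK10*) rose as much, with a median of 1.7% over the 6 genes, and 0.8% for *MEB1*. *JAL22*, *JAL33* and *MEB1* are genes of S1 Table, and *PYK10* and *NAI2* were flagged for passing the adjusted p. Their high ranks follow in part from how they were chosen. *NAI1* (1.4%) and *JAL35* (2.2%) were chosen by neither route, though their list was drawn up after S1 Table had been read. *NAI1*, at 7.39 in WT and 8.08 in *ninja-1*, is not among probe sets with a mean above 9. For *JAL35* alone, at 13.3 in WT, the rank argues against such a shift. The median log2 change of −0.00952 over the 3703 probe sets with a mean above 9, the test set out first, decides nothing, because GCRMA brings the arrays to 1 distribution and so holds it near 0.

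Shoot tissue in the *ninja-1* samples stays open. The 8 photosynthesis genes with a value had a median log2 change of 0.39, under the median of 0.68 of the ER body list. The standard error used with it, 0.0692, is that of their mean, from the spread between genes. All 8 were read on the same arrays, so it does not measure the spread between root samples. *JAL22*, *JAL33*, *NAI2* and *NAI1*, the last without passing the adjusted p, had larger log2 changes than any of the 8. The photosynthesis genes ranged from 0.11 for *RCA* to 0.61 for *PSAE1*, and none passed the adjusted p. *PYK10* (0.30) and *JAL35* (0.47) lie within that range. The bound set beforehand, the median of the photosynthesis genes with 2 standard errors under that of the list, was met, but it took for granted that shoot tissue raises photosynthesis genes at least as much as ER body genes, and no values from shoots were analysed here. Roots of WT also express photosynthesis genes, *RCA* at a log2 value of 10.16, which would hide a small share of shoot tissue. A change in the proportions of root cell types and a response of ER body genes to the loss of *NINJA* were not tested.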

How the results depend on the processing

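The filter at a log2 value of 4 with trend and robust settings, fold changes rounded to 2 decimals and lists without S1 Table genes were chosen after the data had been seen. No named gene or list past the adjusted p, in the main comparison or under an alternative, reversed its direction between them. On a WT array 26.7% to 27.0% of probe sets lay next to the floor, and for probe sets at the floor in WT a decrease cannot be seen. Against 112 probe sets higher, 11 lower and 268 past the adjusted p at any fold, the filter at a log2 value of 4 gave 170, 58 and 1000, with 122 of 122 calls tested kept; the filter at 6 gave 44 lower and 1028 past the adjusted p; and the filter at 4 with trend and robust settings gave 175, 63 and 1229. Median centring gave 170, 40 and 813, and the per-gene test without moderation 5 lower and 141 past the adjusted p. With median centring the prior degrees of freedom of limma's moderated test also rose, from 0.405 to 1.74. Its counts thus do not show the effect of the normalization alone. With 1 probe set per gene, where only named probe sets are tested and *NINJA*, named by the match alone, has no value, the counts were 47, 4 and 109; of 59 calls still tested, 51 were kept and 8 were not, and the cause was not tested. The share of higher among called probe sets was 91.1%, and 74.6% under the filter at 4, 74.1% at 6 and 81% after median centring.

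Leaving out 1 array, which leaves fewer arrays to estimate the spread, gave 33 to 83 higher, 3 to 12 lower, 66 to 215 at any fold and 15 to 36 of the 59 genes of S1 Table. Leaving out any array but *ninja-1* replicate 3 lowered the number called higher by over 1.5 times: 45, 37 and 56 without WT replicate 1, 2 and 3, and 37 and 33 without *ninja-1* replicate 1 and 2. Of 51 named genes past the adjusted p, 14 passed it with any 1 array left out, among them *NINJA*, *JAZ10*, *JAZ1*, *THAH1* and *THAS1*, and 38 under every other setting except the replicate block.

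Whether same-number arrays pair is not described, and the values leave it open. Deviations of same-number arrays correlated at 0.0453 to 0.164 and those of the other array pairs at −0.235 to 0.178, and not every array was closest to its own number. A replicate block gave 0 higher, 0 lower, 0 at any fold in limma and 0 S1 Table genes. At an unadjusted p under 0.05 it gave 2920 probe sets, against 2948 without the block. *NINJA* kept its log2 change of −2.45 with adjusted p = 0.0809, where without the block its adjusted p was 0.00436 and over all alternatives it ranged from 1.54e-06 to 0.0809; the block takes up residual degrees of freedom, and the cause was not tested. Of the lists, 7 passed by camera, 3 under each filter on dim probe sets and 4 without S1 Table genes; the cause was not tested. The settings not named here kept each of these counts within 1.5 times. For named genes and lists, 1752 comparisons with an alternative kept their side of the threshold, 238 fell short of it and 29 newly passed it.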

Differences from the paper's values

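No count or fold change compared with the paper's differs from it by over 1.5 times or by more than its error at the paper's stated thresholds. The counts are 112 higher and 11 lower here, and the paper's are 113 and 12. The paper lists *MDHAR* (AT3G09940) as up-regulated and AT2G24400, for a SAUR-like protein, as down-regulated, and here their fold changes are 1.998 (adjusted p = 0.0213) and −1.997 (adjusted p = 0.0347), just short of 2. With fold changes rounded to 2 decimals, a setting chosen after seeing the values, 113 and 12 are called, and rounding drops none of the probe sets called without it, the 59 annotated genes of S1 Table among them; 13 genes of S1 Table have no value here, and equal counts do not show equal genes. Array weights give 113 higher, and 12 lower are called after quantile normalization, with fold changes from linear means and without *ninja-1* replicate 3. AT1G20490 is called here (2.56-fold, adjusted p = 0.0216) and is not among the 124 genes of the copy of S1 Table used.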

Other observations

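The tests of the balance of higher and lower calls and of dim probe sets were chosen after the counts had been seen. No measured gene of the lists for growth and root anatomy passed the adjusted p of limma. *PRP4*, of the list of cell expansion and the primary wall, is 2-fold higher in S1 Table but has no value here. Of 14 genes of cell expansion and the primary wall, none was called (1 higher and 1 lower when adjusted over the list alone, 1 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.692). The xyloglucan-modifying genes *XTH20* and *XTH21* had log2 changes of 0.72 (adjusted p = 0.144) and −0.31 (adjusted p = 0.129), and the expansin gene *EXPB1* of −0.37 (adjusted p = 0.235). Of 3 cell cycle genes none passed, nor at an unadjusted p under 0.05: *MCM7* had a log2 change of −0.24, *AUR1* of 0.01 and *AUR2* of 0.07 (camera adjusted p = 0.928, with a median of 0.01 and a mean of −0.06). Of 3 stem cell niche genes none passed either, with log2 changes of −0.35 for *BBM*, 0.14 for *JKD* and −0.04 for *ACR4* (camera adjusted p = 0.965, none at an unadjusted p under 0.05). The root hair genes *EXPA7* and *EXPA18* had log2 changes of 0.15 and 0.24, *SGN3* of the endodermis of −0.44 (adjusted p = 0.153) and *OPS* of the phloem of −0.24. No root cap or xylem marker was measured.

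Of 3 measured genes of pattern-triggered immunity beside *PER4* and *YLS9*, none passed the adjusted p (1 lower when adjusted over the list alone and 1 at an unadjusted p under 0.05): *WRKY22* had a log2 change of −1.07 (adjusted p = 0.141), *WRKY53* of 0.77 and *ZAT10* of 0.53 (camera adjusted p = 0.965, direction down, although the median was 0.53 and the mean 0.08). The list of JA defence markers gave camera adjusted p = 0.965. This decides nothing, because only 3 of its 18 members were measured and these were at the floor on every array. Of 4 iron deficiency genes none passed (1 lower at an unadjusted p under 0.05; camera adjusted p = 0.692), with *BGLU42* at −0.46 (adjusted p = 0.325). Of 3 reference genes none passed (1 higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone; camera adjusted p = 0.523), and *UBC21*, the reference of the paper's qRT-PCR, had a log2 change of −0.14 (adjusted p = 0.243). With dim probe sets left out, 106 more probe sets were called. Among those with a name, chosen here after their values were seen, AT1G29090, for a papain-like protease, rose by 3.27 (adjusted p = 0.00122 under the filter and 0.0528 without it), *BCAT4* by 2.10 (adjusted p = 0.00607 under the filter and 0.00193 to 0.285 over all alternatives), and AT1G26380, a neighbour and relative of AT1G26390, fell by 2.45 (adjusted p = 0.00679 under the filter and 0.112 without it).

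Few probe sets were called lower. At any fold, 183 probe sets were higher and 85 lower past the adjusted p, so the 2-fold threshold took out most of the decreases. A candidate explanation is that probe sets at the floor, which hardly vary, weaken limma's moderated test: the prior degrees of freedom rose from 0.405 to 3.19 when dim probe sets were left out, and the number called lower rose from 11 to 58. The filter also cut the probe sets tested from 22746 to 14230, and the number called higher rose too, from 112 to 170. The number of decreases called may thus be limited by the test and by the fold threshold as much as by the roots. Whether *ninja-1* has few decreases for a biological reason was not tested.

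More probe sets were called higher than lower. Decreases hidden by the floor would leave an even split among bright probe sets, but of those with a mean above 6 and called, 75.8% were higher (95% exact Clopper-Pearson interval 68.2 to 82.5). After median centring, 81% were higher (75 to 86). That step cannot test for a shift between the arrays of the genotypes, because GCRMA already brings the arrays to a common distribution. The share among bright probe sets argues against the floor as the whole cause, though its interval treats probe sets as independent. The size of the share of higher calls moved with the processing, from 91.1% before either step. No biological explanation of the excess was tested.

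The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 112 higher, 11 lower, 268 past the adjusted p at any fold and 7 lists by camera, and the highest of the other splits 0, 0, 2 and 1, so that for each of these 1 split, the real one, gave a result as large.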
